# Restricted cell cycle is essential for clonal evolution and therapeutic resistance of pre-leukemic stem cells

**DOI:** 10.1038/s41467-018-06021-7

**Published:** 2018-08-30

**Authors:** Cedric S. Tremblay, Jesslyn Saw, Sung Kai Chiu, Nicholas C. Wong, Kirill Tsyganov, Sarah Ghotb, Alison N. Graham, Feng Yan, Andrew A. Guirguis, Stefan E. Sonderegger, Nicole Lee, Paul Kalitsis, John Reynolds, Stephen B. Ting, David R. Powell, Stephen M. Jane, David J. Curtis

## Abstract

Pre-leukemic stem cells (pre-LSCs) give rise to leukemic stem cells through acquisition of additional gene mutations and are an important source of relapse following chemotherapy. We postulated that cell-cycle kinetics of pre-LSCs may be an important determinant of clonal evolution and therapeutic resistance. Using a doxycycline-inducible *H2B-GFP* transgene in a mouse model of T-cell acute lymphoblastic leukemia to study cell cycle in vivo, we show that self-renewal, clonal evolution and therapeutic resistance are limited to a rare population of pre-LSCs with restricted cell cycle. We show that proliferative pre-LSCs are unable to return to a cell cycle-restricted state. Cell cycle-restricted pre-LSCs have activation of p53 and its downstream cell-cycle inhibitor p21. Furthermore, absence of p21 leads to proliferation of pre-LSCs, with clonal extinction through loss of asymmetric cell division and terminal differentiation. Thus, inducing proliferation of pre-LSCs represents a promising strategy to increase cure rates for acute leukemia.

## Abstract (web summary)

Cell cycle kinetics of pre-leukemic stem cells (pre-LSCs) may be an important determinant of clonal evolution and therapeutic resistance. Here, the AUs use a transgenic T-ALL mouse model that allows non-dividing cells to be tracked and identify a subset of non-dividing pre-LSCs maintained by p21.

## Introduction

The leukemia stem cell (LSC) concept posits the presence of a cell population with stem cell-like properties enabling their ability to generate the full heterogeneity of the tumor and fuel tumor growth during disease progression. These LSCs are intrinsically resistant to therapies via potential mechanisms that include quiescence, low reactive oxygen stress, enhanced DNA repair and expression of adenosine triphosphate-binding cassette transporters. Over recent years, genome-wide studies of matched primary and relapsed leukemic samples strongly support this model wherein the clone responsible for relapse arises from either a pre-existing LSC or an antecedent LSC clone referred to as a pre-leukemic stem cell (pre-LSC)^1–3^. These pre-LSCs contain the founding genetic mutation but not the full complement of mutations found at diagnosis. Although pre-LSCs retain the ability to differentiate into functional mature blood cells, they also have long-lived self-renewal capacity^4^ and their presence in patient remission samples following intensive chemotherapy portends a high risk of relapse^5^. In addition to acute leukemia, cells akin to pre-LSCs underpin myelodysplastic syndromes and perhaps even clonal hematopoiesis of the elderly, which can evolve into acute leukemia over many months to years^6,7^.

Quiescence may be an important mechanism of therapeutic resistance for LSCs, particularly for therapies that rely upon cell proliferation for their activity. Clinically, this concept is exemplified in chronic myeloid leukemia where, even in the era of tyrosine kinase inhibitor therapy, the absence of cure is thought to reside with the inability to eradicate the quiescent clones of LSCs^8–10^. Perhaps the most convincing in vivo evidence comes from Ebinger et al.^11^, who identified a rare subpopulation of dormant and treatment-resistant cells in patient-derived xenografts. They also showed that these chemoresistant cells share the same gene expression profile with primary leukemia cells isolated from patients at minimal residual disease. Moreover, Saito et al.^12^ experimentally showed that quiescent leukemic cells residing in the bone marrow niche were protected from chemotherapy. They subsequently showed that overcoming quiescence with cytokine stimulation could sensitize these leukemogenic cells to chemotherapy. However, these and other experimental in vivo studies of LSC quiescence have almost exclusively used label-retaining cell fixation assays with DNA analogs such as bromodeoxyuridine which preclude subsequent functional studies^13^. This major hurdle for the study of quiescence in hematopoietic stem and progenitor cells has recently been overcome by the generation of transgenic mice expressing a doxycycline-regulated histone H2B-GFP fusion product that is incorporated into the nucleosome during cell division^14,15^. Prospective isolation of quiescent hematopoietic stem cells (HSCs) based on cell surface markers and green fluorescent protein (GFP) retention showed that quiescent HSCs are both enriched for long-term repopulating activity and the source of proliferative HSCs during times of stress. To our knowledge, these H2B-GFP mice have been reported only once in the leukemia context. In this study, oncogenic RAS induced a bimodal effect on HSC cycling, with the quiescent but not proliferative fraction outcompeting healthy HSCs^16^. However, the relationship between quiescence and chemoresistance or clonal evolution remained to be explored.

Aberrant expression of *LMO2* through chromosomal translocation or a somatically acquired neomorphic promoter occurs in 50% of T-cell acute lymphoblastic leukemia (T-ALL)^17,18^. Using a mouse model of T-ALL driven by the *Lmo2* oncogene, we reported the identification of cells that fulfill the fundamental properties of pre-LSCs, namely self-renewal potential without a block in differentiation^19^. Transplant studies showed that pre-LSCs arise from immature CD4^-^CD8^-^CD25^+^CD44^−^ (DN3) T-cell progenitors in *Lmo2*-transgenic mice (*Lmo2*^Tg^), as these cells were capable of long-term repopulation capacity in recipient mice. These self-renewing DN3 cells retained T-cell differentiation potential but eventually gave rise to T-ALL as they accumulated additional lesions that promote leukemia progression^20,21^. Importantly, these pre-LSCs could survive and recover after high-dose radiation^19^. Here, we have used the doxycycline-inducible H2B-GFP mouse model crossed with the *Lmo2*-transgenic mice to study the importance of cell cycle in pre-LSCs. We show that self-renewal, clonal evolution and therapeutic resistance are limited to a rare population of pre-LSCs with restricted cell cycle. Importantly, proliferative pre-LSCs are unable to return to a cell cycle-restricted state. Thus, inducing proliferation of pre-LSCs represents a promising strategy to increase cure rates for acute leukemia.

## Results

### Identification of cell cycle-restricted pre-LSCs

We crossed the *TetOP-H2B-GFP*^KI/+^ mouse line with *Lmo2*^Tg^ mice to examine the cell-cycle kinetics of pre-LSCs. Heterozygous *TetOP-H2B-GFP*^KI/+^;*Lmo2*^Tg^ (*H2B-GFP*;*Lmo2*^Tg^) mice were treated with doxycycline for 6 weeks to induce expression of H2B-GFP in dividing cells. We then examined GFP expression in thymocytes following withdrawal of doxycycline for 1, 2, 4 and 8 weeks (Fig. 1a), focusing on the DN3 T-cell fraction, which contains all pre-LSC activity^19,22^. At the end of the labeling period, almost all DN3 cells in both control and *Lmo2*^Tg^ mice expressed the H2B-GFP division marker, which comprised high and intermediate populations (Fig. 1b). Interestingly, a small proportion of DN3 cells in *H2B-GFP*;*Lmo2*^Tg^ mice remained GFP negative despite a 6-week labeling period, which suggests the presence of cells that had not divided. Consistent with this highly proliferative stage of T-cell development, withdrawal of doxycycline led to a rapid loss of GFP in DN3 thymocytes from control *H2B-GFP* mice such that there were no GFP^hi^ cells beyond 2 weeks. However, in *H2B-GFP*;*Lmo2*^Tg^ mice, a small fraction of DN3 cells retained GFP expression for up to 8 weeks (Fig. 1b). In absolute numbers, this rare GFP^hi^ population of cells at 8 weeks equated to 3000 cells per whole thymus (Supplementary Fig. 1a). Consistent with the exclusive presence of pre-LSCs within the DN3 thymocyte population, no difference was observed in the proportion of GFP-retaining cells within other T-cell subsets in *H2B-GFP*;*Lmo2*^Tg^ mice compared with control mice (Supplementary Fig. 1b). Assuming that the mean cell fluorescence halved with each cell division, we estimated a mean cycling time of 18.2 ± 2.8 h for control DN3 cells and 50.1 ± 13.8 h for *Lmo2*^Tg^ DN3. Given there was no obvious long-term plateau of GFP loss (Fig. 1c), we designated GFP^hi^ cells as cell-cycle restricted rather than quiescent or dormant. Staining with 4′,6-diamidino-2-phenylindole (DAPI) and Ki67, an independent assay for analyzing snapshots of cell cycle, confirmed that most GFP^hi^ cells present beyond 2-week chase were in the G_0_ phase (Fig. 1d), whereas less than 40% of GFP^lo^ cells were in the G_0_ phase when assayed 2 weeks after withdrawal of doxycycline (Fig. 1e). Therefore, all subsequent analyses were performed using DN3 thymocytes from mice 2 weeks after withdrawal of doxycycline and cells that did not divide during the 6-week labeling period were excluded.

**Fig. 1:**
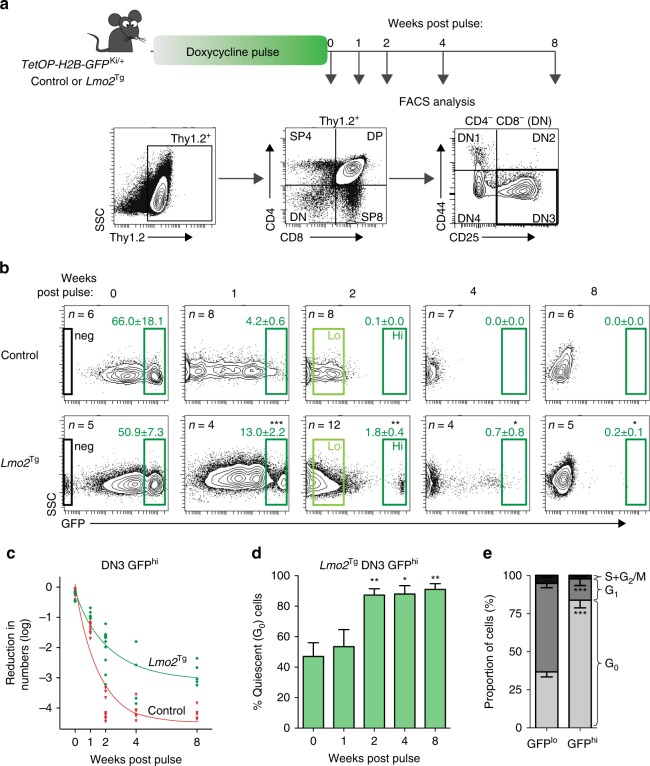
Cell-cycle kinetics of green fluorescent protein (GFP)-labeled populations of DN3 thymocytes. **a** Experimental design for the analysis of cell-cycle kinetics of DN3 thymocytes. **b** Representative flow cytometric analysis of GFP expression in DN3 thymocytes from *H2B-GFP;Lmo2*^Tg^ mice and littermate controls after labeling, followed by 0, 1, 2, 4 or 8 weeks of chase without doxycycline, as indicated. Unlabeled cells (neg), GFP^lo^ and GFP^hi^ populations are framed, with the average proportion (mean ± s.d.) of GFP^hi^ cells indicated, Student’s *t*-test (vs control). **c** Kinetics of GFP-labeling loss in DN3 thymocytes from 6-week-old H2B-GFP (red) and *H2B-GFP;Lmo2*^Tg^ mice (green), after the doxycycline pulse. **d** Progressive proportion of cell cycle-restricted cells within the GFP^hi^ DN3 population from *H2B-GFP;Lmo2*^Tg^ mice. Values are mean ± s.d., Student’s *t*-test, as compared to the 0 week post-pulse time point. **e** Cell-cycle analysis in GFP^lo^ and GFP^hi^ DN3 cells from *H2B-GFP;Lmo2*^Tg^ mice, 2 weeks after removal of doxycycline. Values are mean ± s.e.m., Student’s *t*-test (vs control) *p < 0.05, **p < 0.01, ***p < 0.001

### Cell-cycle restriction maintains leukemogenic pre-LSCs

Serial transplantation is the gold-standard assay that defines LSCs^23^. Fluorescence-activated cell sorting (FACS)-isolated GFP^hi^ and GFP^lo^ DN3 cells from 2-month-old *H2B-GFP*;*Lmo2*^Tg^ mice were injected into sublethally irradiated CD45.1^+^ recipient mice to examine the importance of cell-cycle kinetics on repopulating activity (Fig. 2a). In primary recipients, GFP^hi^ DN3 cells were able to expand 100-fold compared with 10–20-fold for GFP^lo^ DN3 cells (Fig. 2b). This decreased capacity to generate DN3 cells may be explained in part by the enhanced differentiation of GFP^lo^ DN3 cells into CD4^+^CD8^+^ double-positive (DP) thymocytes (Fig. 2c), which lack self-renewal activity^19,22^. We performed serial transplant to assess long-term self-renewal capacity (Fig. 2a), the quintessential property of all stem cells. A period of 4 weeks between transplants was chosen to allow competition with normal HSCs, which take up to 3 weeks to repopulate the thymus. GFP^hi^ DN3 cells retained an ability to expand for at least four rounds of transplantation (Fig. 2d). In contrast, GFP^lo^ DN3 cells progressively lost the ability to regenerate DN3 cells such that by the fourth passage, there was exhaustion of their expansion potential. Thus, restricted cell cycle was a critical property of self-renewing pre-LSCs.

**Fig. 2:**
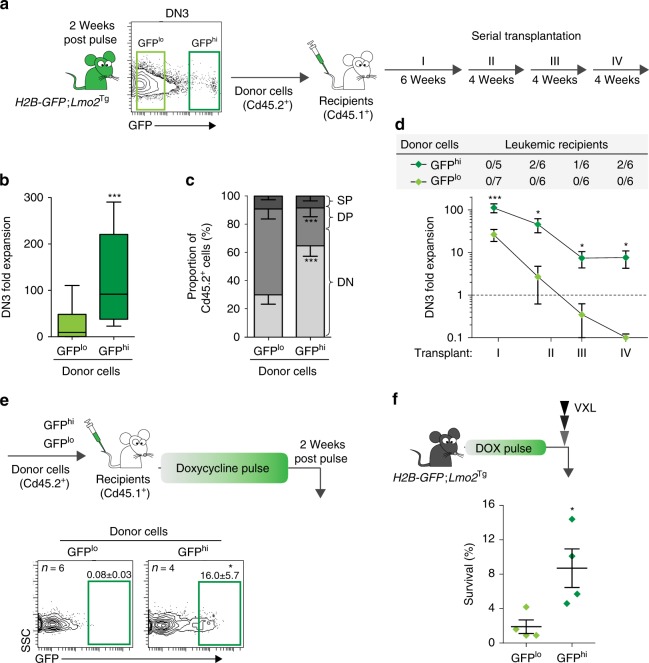
Functional characterization of cell cycle-restricted pre-leukemic stem cells (pre-LSCs). **a** Scheme for serial transplantation into primary (I), secondary (II), tertiary (III) and quaternary (IV) recipients, using purified GFP^lo^ and GFP^hi^ DN3 thymocytes. **b** Fold expansion of donor-derived DN3 thymocytes enumerated in the thymus of primary recipient mice. Values are median ± 95% confidence interval (CI), Student’s *t*-test, *n* = 15. **c** Immunophenotype of donor-derived cells in the thymus of primary recipients. DN, DP and SP represent the CD4^−^CD8^−^ double-negative, CD4^+^CD8^+^ double-positive and CD4^+^CD8^−^ single-positive with CD4^−^CD8^+^ single-positive populations, respectively. Values are mean ± s.d., Student’s *t*-test, *n* = 5. **d** Fold expansion of donor-derived DN3 thymocytes in the thymus of recipients serially injected with either GFP^lo^ or GFP^hi^ DN3 *Lmo2*^Tg^ thymocytes. The frequency of recipients ultimately developing donor-derived leukemia is indicated in the top gray shade diagram. Number of leukemic recipients over the total number of recipients injected per cohort is indicated. Values are mean ± s.e.m., Student’s *t*-test. **e** Scheme for green fluorescent protein (GFP) labeling of donor-derived DN3 thymocytes in primary transplants (top) and proportion of donor-derived GFP^hi^ DN3 cells (bottom, framed) in the thymus of primary recipients, 2 weeks post pulse. Values are mean ± s.d., Student’s *t*-test. **f** Proportion of chemoresistant DN3 thymocytes from each GFP-labeled subset found in *H2B-GFP;Lmo2*^Tg^ mice 2 weeks after doxycycline pulse. VXL induction-like therapy for T-ALL, including vincristine, dexamethasone and l-asparaginase^27^. Values are mean ± s.d., Student’s *t*-test *p < 0.05, ***p < 0.001

Given that self-renewal enables pre-LSCs to accumulate additional genetic events necessary for progression to leukemia, we postulated that only the GFP^hi^ DN3 cells would be capable of generating T-ALL. Consistent with this idea, there was increased monoclonality in GFP^hi^ DN3 cells as measured by *Tcrβ* rearrangement (Supplementary Fig. 2a)^24^. Furthermore, a proportion of secondary, tertiary and quaternary recipients of GFP^hi^ DN3 cells developed T-ALL, whereas no cases of leukemia were observed in mice transplanted with proliferative GFP^lo^ DN3 cells over the 22-week serial transplant period (Fig. 2d and Supplementary Fig. 2b). Given that leukemias only arise in recipients injected with GFP^hi^ cells, our results demonstrate that restricted cell cycle is important for clonal evolution and leukemogenic potential of pre-LSCs.

HSCs can re-enter a dormant state following hematopoietic stress, including chemotherapy^25,26^. To determine if proliferative pre-LSCs were able to return to a cell cycle-restricted state, we administered doxycycline for 6 weeks to mice transplanted with GFP^lo^ cells. Unlike normal HSCs, proliferative pre-LSCs were unable to generate GFP^hi^ cells (Fig. 2e and S2c). In contrast, GFP^hi^ cells generated a cell cycle-restricted progeny, confirming that they can be maintained even in the setting of proliferative stress. To determine whether cell cycle-restricted pre-LSCs are maintained in disease progression, we determined the numbers of GFP^hi^ DN3 cells in 6-month-old *Lmo2*^Tg^ mice. In these older mice, the GFP^hi^ DN3 cell population had expanded 3-fold, and 10-fold in mice with overt T-ALL (Supplementary Fig. 2d). Thus, cell cycle-restricted pre-LSCs expand with disease progression.

A recent study by Ebinger et al.^11^ linked cell-cycle restriction with treatment resistance in human ALL. To determine whether cell-cycle restriction protects pre-LSCs against chemotherapeutic agents typically used for human T-ALL, we looked for enrichment of GFP^hi^ DN3 cells following treatment of *H2B-GFP*;*Lmo2*^Tg^ mice with a combination of vincristine, dexamethasone and l-asparaginase (VXL)^27^. Consistent with the cell cycle-dependent effect of chemotherapy, the proportion of cells surviving 24 h after combination therapy was fourfold higher in the GFP^hi^ fraction compared with the GFP^lo^ fraction: 9% of GFP^hi^ cells compared with 2% of GFP^lo^ cells (Fig. 2f). A similar increased resistance of GFP^hi^ cells was observed in response to sub-lethal irradiation (Supplementary Fig. 2e). Given that the H2B-GFP labeling model reflects the history of the cell cycle, the enrichment for GFP^hi^ cells observed cannot be due to therapy-induced senescence and must reflect cells that have not actively divided in the preceding 2 weeks of chase. Thus, cell-cycle restriction of pre-LSCs enhances resistance to therapeutic agents used for treatment of human T-ALL.

### Expression profile of cell cycle-restricted pre-LSCs

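DN3 thymocytes of *H2B-GFP*;*Lmo2* Tg mice were sorted by GFP after 6 weeks of doxycycline and 2 weeks of chase, when cells that divide little still hold the label (GFP hi) and cells that divide often have diluted it (GFP lo). RNA from pools of several mice was captured by its poly-A tail and sequenced, with 3 GFP hi and 3 GFP lo libraries. The authors deposited the number of reads counted on each of 22114 protein-coding genes, without normalization. The aligner, the counting program and the genome build are not named in the paper's text or in the tables. Ensembl identifiers of 21721 genes (98.2%) matched GENCODE M21, from which the positions on GRCm38 given with the genes were taken. Total counts ranged from 26861394 to 31106213 per library, with a median of 27469985 in GFP hi and 28436894 in GFP lo libraries. Between 13316 and 13766 genes had at least 1 count in a library, and the 10 genes with the most reads took from 3.33% to 3.63% of them. The smallest value these depths can show, 3 counts, is 0.112 CPM (counts scaled to a common library size) in GFP hi and 0.110 CPM in GFP lo libraries, counting error only. Counts were normalized by edgeR's TMM method, and GFP hi was tested against GFP lo with edgeR's quasi-likelihood test after genes with low counts were left out. Values per gene are TMM-normalized CPM, given as the mean ± SD over libraries. Supplementary Data 2 lists only a pair of GFP hi libraries, replicates 1 and 2 by its column names and 1 and 3 by its description. Fold changes in Supplementary Data 1 differed from those here by a median of 0.02 on the log2 scale when GFP hi replicate 3 was left out, and by 0.36 over all 6 libraries. Values are therefore given over the 5 libraries without GFP hi replicate 3 and then over all 6. The paper does not say that a library was left out, so this rests on the match of the fold changes. The first principal component of the 6 libraries, with 63.0% of the variance, separated GFP hi from GFP lo libraries, and the next, with 27.0%, placed GFP hi replicate 3 at -52.25 and GFP hi replicates 1 and 2 at 32.41 and 34.93.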

To investigate the molecular signature of cell cycle-restricted pre-LSCs, we performed gene expression profiling of GFP^hi^ and GFP^lo^ DN3 cells from three independent cohorts of *H2B-GFP*;*Lmo2*^Tg^ mice. Overall, there were 853 genes differentially expressed more than twofold using a false discovery rate (FDR) of 0.01: 255 genes increased and 598 genes reduced in the GFP^hi^ cells (Supplementary Fig. 3a and Supplementary Data 1). 

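Over the 5 libraries without GFP hi replicate 3, 11745 genes were tested and 1035 differed more than 2-fold at an FDR of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 317 higher and 718 lower in GFP hi cells. Over all 6 libraries, 11581 genes were tested and 261 passed the same thresholds, with 35 higher and 226 lower. Both fits called 258 of these genes. At an FDR of 0.05, 731 genes passed over the 6 libraries, with 187 higher and 544 lower. Of the 852 genes the paper lists in Supplementary Data 1, 849 were tested over the 5 libraries, all of them changed in the paper's direction, and 763 passed the thresholds. Over the 6 libraries, 847 of them were tested, 836 changed in the paper's direction, and 211 passed. The count depended most on single libraries. Without GFP lo replicate 2 and without GFP lo replicate 3 no gene passed the thresholds, although 2428 and 2869 had an unadjusted p under 0.05, and without GFP lo replicate 1 there were 12. The paper does not say whether a GFP hi and a GFP lo library of the same number came from one cohort. With the replicate number as a block no gene passed, and 3216 had an unadjusted p under 0.05. The deviations of same-numbered libraries from their group means correlated by 0.05 across genes. Among the genes past the thresholds over all 6 libraries, with at least 1 CPM on average and no overlap between the groups, the largest falls were in *Fibcd1*, *Aif1l*, *Dmrtc2*, *Slco5a1* and *Ephb4*. *Aif1l* (ENSMUSG00000001864, chromosome 2 from 31950139 to 31973442) fell from 32.1 ± 7.68 CPM (SD, n = 3) in GFP lo to 0.153 ± 0.106 CPM (SD, n = 3) in GFP hi libraries. Its log2 fold change was -7.66 over the 6 libraries (standard error 0.43, adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -7.47 over the 5, with 0.112 CPM in GFP hi replicate 3. *Ephb4* (ENSMUSG00000029710, chromosome 5 from 137350109 to 137378669) changed by -6.15 (standard error 0.26) over the 6 libraries and by -6.12 over the 5. *Fibcd1* and *Dmrtc2* had at most 3 counts in every GFP hi library, so they were at least 55.6-fold and 49.8-fold lower. The largest rises were in *Ms4a1*, *Cd74*, *H2-Eb1*, *Igf2* and *Ehbp1*. *Ms4a1* and *Ehbp1* had at most 3 counts in every GFP lo library and were at least 35.5-fold and 19.3-fold higher in GFP hi libraries. *Ms4a1* is in the list of B-lineage markers used here, so its reads may come from other cells in the sort. *Igf2* (ENSMUSG00000048583, chromosome 7 from 142650766 to 142666816) rose by 4.82 on the log2 scale over the 6 libraries (standard error 0.31, adjusted p = 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 4.78 over the 5. Its reads could be shared with a gene that overlaps it on the same strand.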

Gene ontology analysis of upregulated genes showed enrichment for p53 activation (*Cdkn1a, Sesn2, Ddit4, Pmaip1, Zmat3* and *Phlda3*), antigen processing and presentation (*H2-DMb2, CD74, H2-Aa, H2-Eb1, H2-Q1, H2-T3* and *H2-Q6*) and T-cell differentiation (Supplementary Data 1). 

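*Cdkn1a* (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727) had 33.0 ± 4.21 CPM (SD, n = 2) in GFP hi replicates 1 and 2 and 10.4 ± 2.03 CPM (SD, n = 3) in GFP lo libraries. Over these 5 libraries its log2 fold change was 1.67 (standard error 0.17, adjusted p = 6.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GFP hi replicate 3 had 6.59 CPM, below each GFP lo library, and over all 6 libraries the log2 fold change was 1.21 (standard error 0.59, adjusted p = 0.21 from the same edgeR test). *Pmaip1* (chromosome 18 from 66458533 to 66465565) rose by 3.98 on the log2 scale over the 5 libraries (standard error 0.16, adjusted p = 6.1e-05 from the edgeR test) and by 3.43 over the 6 (standard error 0.99, adjusted p = 0.068). *Zmat3* (chromosome 3 from 32334792 to 32366014) had 182 ± 9.72 CPM (SD, n = 2) in GFP hi replicates 1 and 2, 5.58 CPM in GFP hi replicate 3 and 28.0 ± 5.37 CPM (SD, n = 3) in GFP lo libraries. Its log2 fold change was 2.69 over the 5 libraries (adjusted p = 8.7e-05, edgeR) and 2.12 over the 6 (adjusted p = 0.22, edgeR). *Sesn2*, *Ddit4* and *Phlda3* had log2 fold changes of 1.21, 1.14 and 1.02 over the 5 libraries, with adjusted p between 2.1e-04 and 0.0011 in the edgeR test. Over all 6 they had 0.92, 0.82 and 0.50, with adjusted p between 0.10 and 0.67 in the edgeR test. In GFP hi replicate 3, *Pmaip1*, *Sesn2* and *Ddit4* were within the range of the GFP lo libraries, and *Phlda3*, with 2.74 CPM, was below it. With limma-voom over the 6 libraries, *Phlda3* changed by -0.07.

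Of the antigen presentation genes, *Cd74* (ENSMUSG00000024610, chromosome 18 from 60803848 to 60812652), which overlaps another gene on its strand, had 13.7, 57.5 and 16.4 CPM in GFP hi replicates 1, 2 and 3 and from 0.294 to 0.418 CPM in GFP lo libraries. Its log2 fold change was 6.54 over the 5 libraries (standard error 0.73, adjusted p = 8.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.25 over the 6 (standard error 0.75, adjusted p = 0.0065). *H2-Aa* (chromosome 17 from 34282744 to 34287823) changed by 5.41 and 5.12 over the 5 and the 6 libraries, *H2-Eb1* by 5.29 and 5.02, and *H2-DMb2* by 2.42 and 2.21. The class I genes *H2-Q6*, *H2-T3* and *H2-Q1*, whose sequences are close enough to their paralogs that reads could be shared, changed by 3.06, 1.25 and 1.597 over the 5 libraries. Over all 6 they changed by 2.95, 1.08 and 1.10. Adjusted p from the edgeR test was under 0.01 for all 7 antigen presentation genes over the 5 libraries. Over the 6 libraries it was under 0.01 for *Cd74* and *H2-Eb1*, between 0.016 and 0.035 for *H2-Aa*, *H2-Q6*, *H2-T3* and *H2-DMb2*, and 0.32 for *H2-Q1*. GFP hi replicate 3 was above every GFP lo library for each of these genes except *H2-Q1*, with 0.899 CPM against 1.95 to 2.75 CPM. A list of B-lineage marker genes was higher in GFP hi libraries too, with 13 of 16 genes higher.

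**Figure D1:**
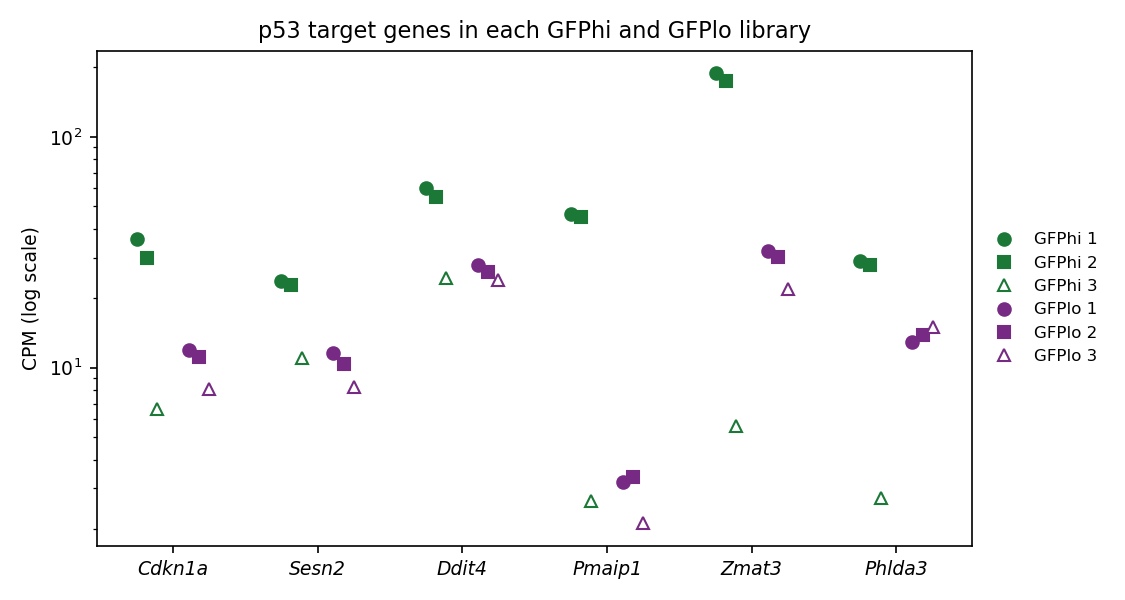
TMM-normalized CPM, on a log axis, of the 6 p53 target genes named in the text in each GFP hi and GFP lo DN3 library; each point is 1 library. GFP hi replicates 1 and 2 lie above the 3 GFP lo libraries for all 6 genes, and GFP hi replicate 3 does not.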

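Gene sets were tested by pre-ranked gene set enrichment in fgsea, with genes ranked by the sign of the log2 fold change times -log10 p of the edgeR fit, equal steps for every gene and 10000 permutations of genes. The 12 sets were gene lists compiled after KEGG pathways and lists from Supplementary Data 1. Because genes were permuted, the adjusted p of a set does not test the grouping of libraries. Of the 10 splits of the 6 libraries into equal groups, 6, the real one included, had as many sets past an adjusted p of 0.05. The number of sets past it thus does not tell this grouping from an arbitrary one. Genes of the cell cycle set were lower in GFP hi cells, with a normalized enrichment score (NES) of -1.41 over the 5 libraries without GFP hi replicate 3 (adjusted p = 0.11, fgsea permutation test with Benjamini-Hochberg adjustment). Over all 6 libraries the NES was -2.38 (adjusted p = 0.0014, fgsea permutation test), and 74 of its 118 genes were lower. The p53 signaling set had an NES of 2.12 over the 5 libraries (adjusted p = 0.0083, fgsea permutation test) and of 1.22 over the 6 (adjusted p = 0.22, fgsea permutation test), with 35 of 58 genes higher in each. Over the 6 libraries, ranking by log2 fold change moved it most, to 1.82. The apoptosis set had an NES of 1.57 over the 5 libraries (adjusted p = 0.065, fgsea permutation test) and of 1.63 over the 6 (adjusted p = 0.051, fgsea permutation test). MHC class II genes were higher, with an NES of 1.94 over the 5 libraries (adjusted p = 0.013, fgsea permutation test; 10 of 12 genes higher) and of 1.91 over the 6 (adjusted p = 0.012, fgsea permutation test; 11 of 12 higher). Restricted to genes with at least 1 CPM in every library, the NES was -1.07, but this leaves out *Cd74*, *H2-Aa*, *H2-Eb1* and *H2-DMb2*, which lie under 1 CPM in every GFP lo library. MHC class I genes had an NES of 3.11 over the 5 libraries and of 2.73 over the 6 (adjusted p = 0.0012 and 8.1e-04, fgsea permutation test). Proteasome genes were higher, with an NES of 3.75 over the 5 libraries (adjusted p = 0.0012, fgsea permutation test; 38 of 43 genes higher). Over the 6 libraries their NES was 2.50 (adjusted p = 0.0014, fgsea permutation test; 35 of 43 higher). Their median log2 fold change was 0.15 over the 5 libraries and 0.08 over the 6.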

Gene set enrichment analysis (GSEA) confirmed downregulation of cell-cycle regulators, as well as the activation of p53 apoptosis and the antigen processing pathway (Fig. 3a and Supplementary Data 1) and also identified increased expression of multiple proteasomal activator subunits (Supplementary Fig. 3b and Supplementary Data 1). 

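The DNA replication set had an NES of -2.39 over the 5 libraries (adjusted p = 0.0032 from the fgsea permutation test with Benjamini-Hochberg adjustment), with 25 of its 34 genes lower in GFP hi cells. Over all 6 libraries the NES was -3.29 (adjusted p = 8.1e-04, fgsea permutation test), with 32 of 34 genes lower. All 7 MCM genes tested were lower in both sets of libraries. Their log2 fold changes ran from -0.28 to -0.05 over the 5 libraries and from -0.47 to -0.20 over the 6. None of the 7 passed an adjusted p of 0.05 in either edgeR fit, and 2 had an unadjusted p under 0.05 over the 6 libraries. *Mcm7* (ENSMUSG00000029730, chromosome 5 from 138164583 to 138172422), which overlaps another gene on its strand, had 337 ± 22.7 CPM (SD, n = 3) in GFP hi and 399 ± 25.7 CPM (SD, n = 3) in GFP lo libraries. *Mcm2* (chromosome 6 from 88883474 to 88898780) had 460 ± 16.8 CPM (SD, n = 2) in GFP hi replicates 1 and 2, 356 CPM in GFP hi replicate 3 and 485 ± 19.2 CPM (SD, n = 3) in GFP lo libraries. Of the 11 DNA polymerase and primase genes tested, 10 were lower over the 5 libraries, the exception being *Pole4* at 0.01, and all 11 over the 6. *Pold1* (ENSMUSG00000038644, chromosome 7 from 44532746 to 44548849) changed by -0.32 over the 5 libraries (standard error 0.08, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by -0.36 over the 6 (standard error 0.08, adjusted p = 0.035). *Pole*, with a log2 fold change of -0.38 (adjusted p = 0.042, edgeR), passed an adjusted p of 0.05 over the 5 libraries only. None of these genes changed 2-fold.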

GSEA also identified reduced expression of multiple DNA polymerase and mini-chromosome maintenance (MCM) genes required for DNA replication (Fig. 3b and Supplementary Data 1). Consistent with the reported error-prone DNA repair in quiescent HSCs^28^, expression of genes required for high-fidelity homologous recombination and mismatch repair were reduced in GFP^hi^ DN3 cells (Fig. 3c and Supplementary Data 1). 

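Genes of the homologous recombination set had an NES of -1.53 over the 5 libraries without GFP hi replicate 3 (adjusted p = 0.077 from the fgsea permutation test with Benjamini-Hochberg adjustment), with 17 of 26 genes lower in GFP hi cells. Over all 6 libraries the NES was -2.19 (adjusted p = 0.0031, fgsea permutation test), with 21 of 26 genes lower. The mismatch repair set had an NES of -2.07 over the 5 libraries (adjusted p = 0.0096, fgsea permutation test), with 15 of 21 genes lower. Over the 6 libraries its NES was -2.71 (adjusted p = 8.1e-04, fgsea permutation test), with 20 of 21 lower. The median log2 fold change over the 6 libraries was -0.14 for homologous recombination and -0.16 for mismatch repair genes, and over the 5 it was -0.09 and -0.10. No gene of either set changed 2-fold at an FDR of 0.01 over the 6 libraries. With limma camera in place of the pre-ranked test, the adjusted p of homologous recombination over the 6 libraries was 0.050, against 0.0019 to 0.050 over the 6 alternatives tried.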

To determine if the gene signature of cell cycle-restricted pre-LSCs was similar to dormant HSCs, we utilized expression data generated from *H2B-GFP* transgenic mice^29^ (Supplementary Data 1). 

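Of the 64 genes that the paper lists as lower in dormant HSCs (Supplementary Data 1), all were tested here, and 43 were lower in GFP hi than in GFP lo DN3 cells, both over the 5 libraries and over all 6. The NES was -1.89 over the 5 libraries (adjusted p = 0.018 from the fgsea permutation test with Benjamini-Hochberg adjustment) and -2.07 over the 6 (adjusted p = 0.0068, fgsea permutation test). The median log2 fold change of these genes was -0.11 over the 5 libraries and -0.15 over the 6. Leaving out GFP lo replicate 3 moved the NES to -1.58. Of the 6 fits that each left out a library, 1 lost the threshold of 0.05, with adjusted p up to 0.067 (fgsea permutation test). Under the 6 alternatives, adjusted p from fgsea or limma camera ran up to 0.052.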

GSEA showed that genes downregulated in dormant HSCs were also significantly reduced in cell cycle-restricted pre-LSCs (Fig. 3d and Supplementary Data 1). In contrast, the genes increased in dormant HSCs were not similar to those increased in cell cycle-restricted pre-LSCs (Supplementary Fig. 3c).

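Of the 31 genes the paper lists as higher in dormant HSCs, 12 had enough counts to be tested. Over the 5 libraries, 8 of the 12 were higher in GFP hi cells, with an NES of 0.83 (adjusted p = 0.68 from the fgsea permutation test with Benjamini-Hochberg adjustment). Over all 6 libraries, 9 were higher, with an NES of 1.50 (adjusted p = 0.078, fgsea permutation test). With exponent 1 the NES was -0.68 over the 6 libraries, and with the genes ranked by log2 fold change it was 1.82. With the genes of chromosomes 2 and 15 left out it was 1.69, and without GFP hi replicate 2 it was 1.79.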

**Fig. 3:**
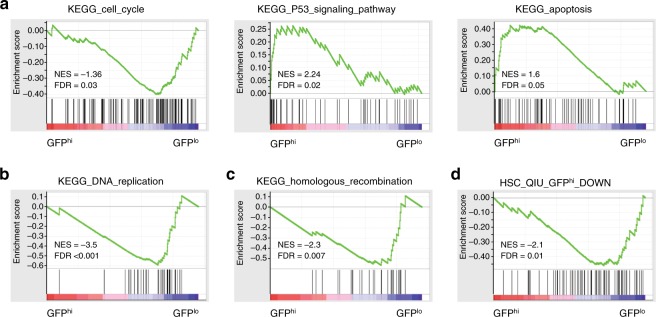
Gene expression profiling of cell cycle-restricted pre-leukemic stem cells (pre-LSCs). Gene set enrichment analysis (GSEA) of **a** cell cycle, p53-mediated response and apoptosis genes, **b** DNA replication genes, **c** homologous recombination genes and **d** cell-cycle genes downregulated in quiescent GFP^hi^ HSCs from ref.^29^. GFP green fluorescent protein, FDR false discovery rate, NES normalized enrichment score in GFP^hi^ as compared to GFP^lo^ population

### Cell cycle-restricted pre-LSCs acquire *Notch1* mutations

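Each chromosome was tested as a set of genes with limma camera on log2 CPM, which allows for correlation between genes of a set. Genes of chromosome 15 had a median log2 fold change of -0.43 over the 5 libraries without GFP hi replicate 3 (469 genes, adjusted p = 3.5e-21 from limma camera with Benjamini-Hochberg adjustment over 20 chromosomes). Over all 6 libraries the median was -0.44 (464 genes, adjusted p = 2.8e-28, limma camera), and 90.3% of the genes were lower in GFP hi libraries. Genes of chromosome 2 had a median of -0.19 over the 5 libraries (935 genes, adjusted p = 4.3e-08, limma camera) and of -0.18 over the 6 (923 genes, adjusted p = 6.6e-09, limma camera), with 77.6% of genes lower. Chromosome 17 also had a negative median, -0.17 over the 5 libraries and -0.15 over the 6 (adjusted p = 1.3e-04 and 2.2e-04, limma camera). Chromosomes 4, 12 and 19 had medians of 0.11, 0.12 and 0.10 over the 5 libraries and from 0.09 to 0.10 over the 6, with an adjusted p under 0.05 from limma camera in both. When chromosomes 2, 15 and 17 were left out of the scaling and of the test, none of the 3 stayed past that threshold. The medians of the other chromosomes lay between -0.02 and 0.08 over the 5 libraries and between -0.02 and 0.06 over the 6. Of the alternatives tried over the 6 libraries, the median of chromosome 15 was farthest from 0 at -0.45.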

One of the most striking changes identified in the GSEA was reduced expression in GFP^hi^ DN3 cells of genes clustering on different regions of human chromosomes (Supplementary Fig. 4a) that assembled on chromosomes 2 and 15 in mice (Fig. 4a) as compared to GFP^lo^ thymocytes. 

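Along chromosome 15, the median log2 fold change over all 6 libraries was between -0.49 and -0.40 in each window of 20 Mb, the windows holding from 36 to 165 genes. Between 81.3% and 92.7% of the genes in a window were lower in GFP hi libraries. Along chromosome 2, the median was -0.24 in the window from 0 to 20 Mb, -0.21 from 20 to 40 Mb, -0.23 from 100 to 120 Mb and -0.15 from 140 to 160 Mb. It was -0.07 from 160 to 180 Mb and -0.02 from 180 to 200 Mb, where 61.1% of 36 genes were lower. On chromosome 17 the medians of the windows ran from -0.19 to -0.10. *Il7r* (ENSMUSG00000003882, chromosome 15 from 9505788 to 9530176) had a log2 fold change of -0.86 over the 5 libraries and of -0.67 over the 6 (standard error 0.22). *Myc* (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) had -0.26 over the 5 and -0.25 over the 6 (standard error 0.08). Neither gene changed 2-fold, and adjusted p was 0.010 and 0.032 over the 5 libraries and 0.091 and 0.073 over the 6 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.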

Given that the analysis was performed using the average expression in all samples tested, this striking observation suggested that whole chromosomes were either lost in GFP^hi^ or gained in GFP^lo^ DN3 thymocytes. Targeted probe analysis for chromosomes 15 and 2 revealed a high frequency of trisomy 15 and 2 in GFP^lo^ DN3 thymocytes (Fig. 4b). Genomic PCR for the *IL7r* and *Myc* loci on chromosome 15 (Supplementary Methods) confirmed increased copy number in GFP^lo^ cells (Supplementary Fig. 4b). Given the RNA-sequencing (RNA-seq) analysis was performed on pooled samples, we also performed whole-exome sequencing (WES) on GFP^hi^ and GFP^lo^ DN3 thymocytes isolated from 5 individual doxycycline-pulsed 2-month-old *H2B-GFP*;*Lmo2*^Tg^ mice. In accordance with gene expression data, WES analysis revealed gains of chromosomes 2 and 15 as well as other numerical chromosomal alterations in the GFP^lo^ population from all mice analyzed (Fig. 4c). Thus, cycling is associated with aneuploidy in pre-LSCs.

**Fig. 4:**
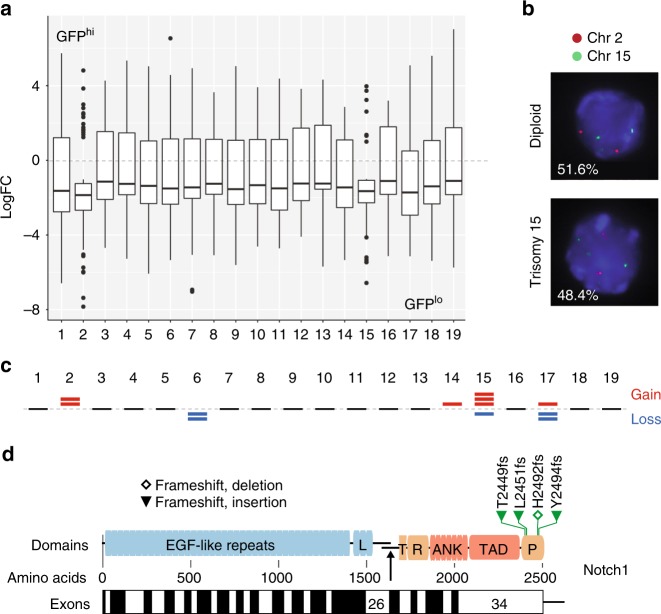
Genomic alterations associated with cell cycle in pre-leukemic stem cells (pre-LSCs). **a** Box plot of the relative expression profiling of genes in GFP^lo^ and GFP^hi^ DN3 thymocytes from *H2B-GFP;Lmo2*^Tg^ mice 2 weeks after doxycycline pulse, in accordance with their chromosomal location. Median ± whiskers with maximum 1.5 interquartile range (IQR) and outliers are indicated for each chromosome. Log fold change (LogFC) as compared to median expression among all the samples analyzed. **b** Targeted probe analysis for chromosomes 15 and 2 in GFP^lo^ DN3 thymocytes from *H2B-GFP;Lmo2*^Tg^ mice 2 weeks after doxycycline pulse. Frequency of diploid (top panel) and aneuploid (bottom panel) cells is indicated. **c** Mouse chromosomal ideogram showing the chromosomal gain and losses identified in GFP^lo^ subpopulations of DN3 thymocytes by whole-exome sequencing (WES) on 5 individual doxycycline-pulsed 2-month-old *H2B-GFP*;*Lmo2*^Tg^ mice. Top red bars represent chromosomal gains and losses are identified by bottom blue bars. **d** Diagram showing the position of mutations found in the *Notch1* gene sequence in purified GFP^hi^ DN3 thymocytes from 2-month old *H2B-GFP;Lmo2*^Tg^ mice (*n* = 5). The amino-acid numbers are shown, with their position in the corresponding exons from the *Notch1* locus. GFP green fluorescent protein, L Lin/NOTCH repeats, T transmembrane domain, RAM RAM domain, ANK ankyrin repeat domain, TAD transactivation domain, PEST PEST domain; and the arrow indicated the site of cleavage releasing the Notch1 intracellular domain following activation

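For each library, the median log2 ratio of the genes of a chromosome to the mean of the GFP lo libraries was taken. On chromosome 15 it was -0.44, -0.42 and -0.49 in GFP hi replicates 1, 2 and 3, and -0.01, 0.02 and 0.00186 in GFP lo replicates 1, 2 and 3. On chromosome 2 it was -0.19, -0.20 and -0.15 in the GFP hi libraries, and -0.04, 0.02 and 0.00714 in the GFP lo libraries. Every GFP hi library, replicate 3 included, was thus below every GFP lo library on both chromosomes, by more than the spread between replicates. From the lower average expression of these chromosomes in GFP hi than in GFP lo samples, the paper proposes that whole chromosomes were lost in GFP hi or gained in GFP lo DN3 thymocytes. With targeted probes and exome sequencing it then reports gains of both chromosomes in GFP lo cells. Its genomic PCR gave more copies of *Il7r* and *Myc* in these cells. The counts used here do not measure copy number.

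**Figure D2:**
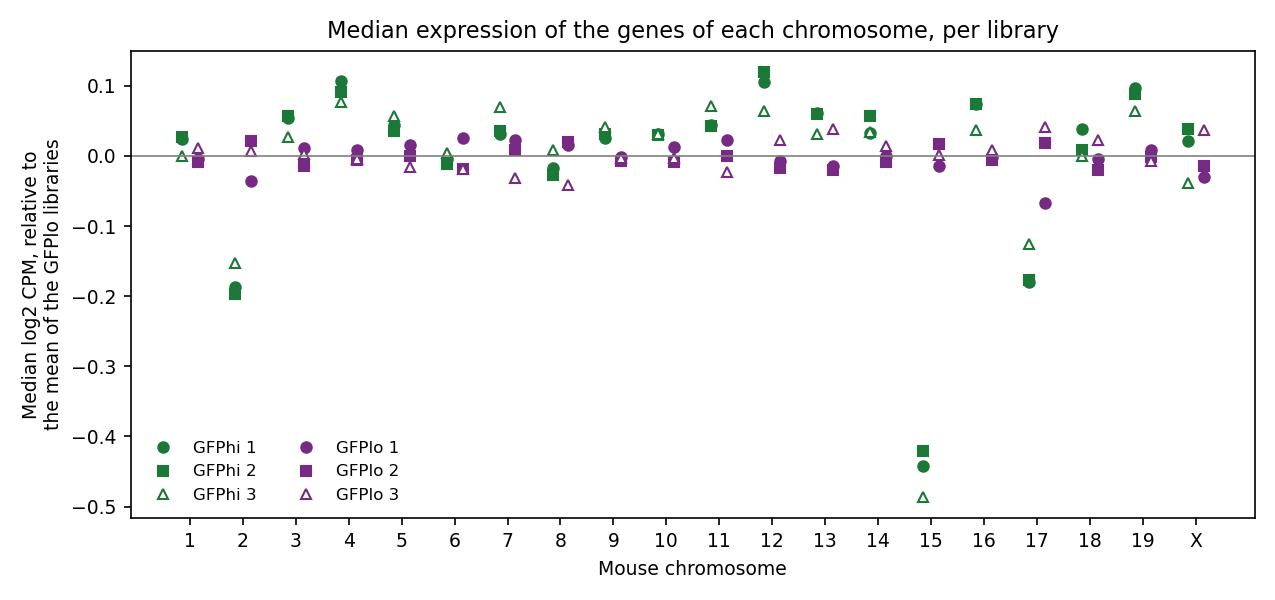
Median log2 ratio of the genes of each chromosome to the mean of the GFP lo libraries, with 1 point for each GFP hi and GFP lo DN3 library. On chromosome 15 the 3 GFP hi libraries lie between -0.49 and -0.42, and on chromosome 2 between -0.20 and -0.15.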

It is postulated that the quiescent state of long-term repopulating HSCs increases the risk of acquired mutations due to the use of error-prone non-homologous end joining-mediated DNA repair^28^. In contrast, cycling HSCs or progenitors can utilize high-fidelity homologous recombination for DNA repair. To define the relationship between cell cycle and mutations in pre-LSCs, we used the RNA-seq data to identify variants differentially expressed in GFP^hi^ and GFP^lo^ DN3 cells. 

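Supplementary Data 2 gives, for each variant, a pair of read numbers in a pair of GFP hi libraries and in the 3 GFP lo libraries. Its column names give GFP hi replicates 1 and 2, as used here, while its description gives GFP hi replicates 1 and 3. The description takes the first number of a pair as all reads of the gene and the second as those with the variant. For 5 of the variants the second number was above the first, so the first was read here as reads without the variant. Its list holds 57 variants in 57 genes. The names of 52 of these genes are in GENCODE M21, and all 52 positions lie inside the gene named in GRCm38. Over the libraries listed, 46 variants had reads in both populations, 4 only in GFP hi and 7 only in GFP lo cells. With the reads pooled by population, 8 of the 57 variants differed at an adjusted p under 0.05 (Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment), which compares the reads of these libraries and not the mice behind them. In the counts, 55 of the 57 genes were listed and tested for expression over all 6 libraries, with a median of 68.3 CPM. None of them differed between GFP hi and GFP lo cells at the thresholds of 2-fold and an FDR of 0.01, and their log2 fold changes ran from -2.04 to 2.23.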

Overall, we detected 57 genes with variants predicted to be deleterious due to frameshift, splice or premature stop (Supplementary Data 2). 

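*Notch1* (ENSMUSG00000026923) lies on chromosome 2 of GRCm38 from 26457903 to 26516663, on the minus strand, and the variant at 26460036 is in the coding part of exon 34, the last of its 34 exons. The description of Supplementary Data 2 takes the first number of each pair as all reads of the gene, by which the shares are 66.7% in GFP hi replicate 1 and 47.4% in GFP hi replicate 2. With the first number read instead as reads without the variant, GFP hi replicate 1 had 12 reads with the variant and 18 without, which is 40.0% (95% exact Clopper-Pearson interval 22.7% to 59.4%). GFP hi replicate 2 had 9 with and 19 without, which is 32.1% (15.9% to 52.4%). The GFP lo libraries had 36, 33 and 29 reads and none with the variant, where the smallest share the depth can show is 8.33%, 9.09% and 10.3%. Pooled, 21 of 58 reads in GFP hi and 0 of 98 in GFP lo carried it (Fisher's exact test, two-sided, p = 6.2e-11, adjusted p = 1.8e-09 over 57 variants). Intervals and floors cover counting error only, and no molecular identifiers are described for these reads. In the counts, *Notch1* had 2721 ± 12.5 CPM (SD, n = 2) in GFP hi replicates 1 and 2, 2369 CPM in GFP hi replicate 3 and 2367 ± 282 CPM (SD, n = 3) in GFP lo libraries. Its log2 fold change was 0.20 over the 5 libraries (standard error 0.10, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 6 it was 0.13 (standard error 0.11, adjusted p = 0.48 from the same edgeR test).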

While the majority (*n* = 43) were found in both GFP^hi^ and GFP^lo^ cell populations, frameshift mutations upstream of the PEST coding region in *Notch1* were present only in the cell cycle-restricted GFP^hi^ cells (Supplementary Data 2). Targeted sequencing of the *Notch1* locus in GFP^hi^ DN3 thymocytes isolated from 5 individual mice confirmed the presence of activating mutations of *Notch1* in cell cycle-restricted pre-LSCs (Fig. 4d). In addition, a stop in *Tcrg-V3* indicating *Tcrg* gene rearrangement was found exclusively in GFP^hi^ cells. 

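*Tcrg-V3* (ENSMUSG00000076750) lies on chromosome 13 of GRCm38 from 19242845 to 19243301, and the variant at 19243287 is in the coding part of exon 2, the last of its 2 exons. By the description of Supplementary Data 2, with the first number of each pair as all reads of the gene, the shares are 66.7% in GFP hi replicate 1 and 38.5% in GFP hi replicate 2. With the first number read instead as reads without the variant, GFP hi replicate 1 had 16 reads with the variant and 24 without, a share with a 95% exact Clopper-Pearson interval from 24.9% to 56.7%. GFP hi replicate 2 had 10 with and 26 without, which is 27.8% (14.2% to 45.2%). Of the 34, 43 and 34 reads in the GFP lo libraries none carried it, where the depth can show shares down to 8.82%, 6.98% and 8.82%. Pooled, 26 of 76 reads in GFP hi and 0 of 111 in GFP lo cells had the variant (Fisher's exact test, two-sided, p = 3.3e-12, adjusted p = 1.9e-10). The gene is not among the protein-coding genes counted, so its expression was not tested here.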

The expression of truncated transcripts of *Tcrg*-*V3* represents an early marker of clonal selection in cell cycle-restricted pre-LSCs. Thus, distinct mutations occur in pre-LSCs according to their cell-cycle dynamics with recurrent activating mutations of Notch1 limited to cell cycle-restricted pre-LSCs.

### p21 is required for stem cell-like properties of pre-LSCs

We examined expression of the known inhibitors of cell cycle in HSCs to define the mechanism of cell-cycle restriction in pre-LSCs. Consistent with activation of p53, we found a threefold increase in the expression of *Cdkn1a* (*p21*) in the DN3 GFP^hi^ subpopulation. In contrast, expressions of *Cdkn1b* (*p27*), *Cdkn1c* (*p57*) and the Ink4a family members were not altered in GFP^hi^ cell (Fig. 5a and Supplementary Fig. 5a).

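In the RNA-seq counts, *Cdkn2a* (ENSMUSG00000044303, chromosome 4 from 89274471 to 89294653) had 23.5 ± 1.82 CPM (SD, n = 2) in GFP hi replicates 1 and 2, 1.20 CPM in GFP hi replicate 3 and 12.6 ± 1.35 CPM (SD, n = 3) in GFP lo libraries. Its log2 fold change was 0.90 over the 5 libraries (standard error 0.11, adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 6 it was 0.34 (standard error 0.89, adjusted p = 0.82, edgeR), and with limma-voom it was -0.48. *Cdkn2b* (chromosome 4 from 89306299 to 89311039) had from 18 to 56 counts per library, with 1.42 ± 0.639 CPM (SD, n = 3) in GFP hi and 0.690 ± 0.0657 CPM (SD, n = 3) in GFP lo libraries. It changed by 1.32 over the 5 libraries (standard error 0.28, adjusted p = 0.011, edgeR) and by 1.02 over the 6 (standard error 0.39, adjusted p = 0.13, edgeR). *Cdkn2c* (chromosome 4 from 109660876 to 109667189) changed by -0.11 over the 5 and -0.36 over the 6, with adjusted p of 0.49 and 0.37 in the edgeR test. *Cdkn2d* (chromosome 9 from 21288410 to 21291407) changed by 0.39 over the 5 (standard error 0.08, adjusted p = 0.0078, edgeR) and by 0.11 over the 6 (standard error 0.28, adjusted p = 0.82, edgeR). GFP hi replicate 3 had the lowest value of the GFP hi libraries for all 4 genes. Of these 4, only *Cdkn2b* changed 2-fold, and its adjusted p in the edgeR test was above 0.01 in both sets of libraries. *Cdkn1c*, which overlaps another gene on the other strand, had 0.295, 0.376 and 0.412 CPM in GFP hi replicates 1, 2 and 3. In GFP lo libraries it had from 1.14 to 1.77 CPM. Over the 5 libraries it changed by -2.06 (standard error 0.35, adjusted p = 0.0046, edgeR), past the thresholds of 2-fold and 0.01.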

**Fig. 5:**
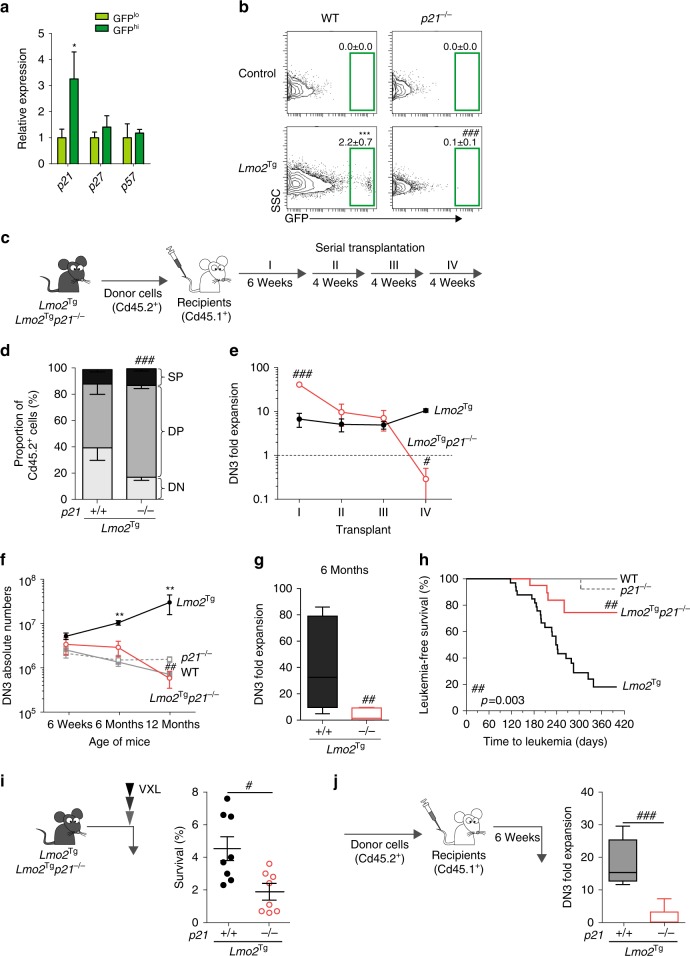
Absence of *p21* promotes loss of cell cycle-restricted, leukemogenic and chemoresistant pre-leukemic stem cells (pre-LSCs). **a** Relative expression of cell-cycle regulators in GFP^lo^ and GFP^hi^ DN3 thymocytes from *H2B-GFP;Lmo2*^Tg^ mice 2 weeks after doxycycline pulse measured by quantitative real-time PCR (qRT-PCR). Gene expression in GFP^lo^ cells was used as control, and reported as 1. Values are mean ± s.d., Student’s *t*-test *p < 0.05. **b** Representative green fluorescent protein (GFP) labeling in DN3 thymocytes from wild-type (WT; *n* = 10), *p21*^−/−^ (*n* = 6), *Lmo2*^Tg^ (*n* = 4) and *Lmo2*^Tg^*;p21*^−/−^ (*n* = 5) mice on a *H2B-GFP* background after 2 weeks of chase. GFP^hi^ population framed, mean ± s.d., two-way analysis of variance (ANOVA) test with Tukey’s correction. **c** Scheme for serial transplantation into primary (I), secondary (II), tertiary (III) and quaternary (IV) recipients, using pre-leukemic thymocytes from 6-week-old mice. **d** Immunophenotype of donor-derived cells in primary recipients injected with thymocytes from 6-week-old *Lmo2*^Tg^ and *Lmo2*^Tg^*;p21*^−/−^ mice. DN, DP and SP represent the CD4^−^CD8^−^ double-negative, CD4^+^CD8^+^ double-positive and CD4^+^CD8^−^ single-positive with CD4^−^CD8^+^ single-positive populations, respectively. **e** Fold expansion of donor-derived DN3 thymocytes in serially transplanted recipients. **f** Absolute numbers of DN3 T-cell progenitors in the thymus of 6-week (WT, *n* = 9; *p21*^−/−^, *n* = 10; *Lmo2*^Tg^, *n* = 9; *Lmo2*^Tg^*;p21*^−/−^, *n* = 10), 6-month (WT, *n* = 5; *p21*^−/−^, *n* = 5; *Lmo2*^Tg^, *n* = 8; *Lmo2*^Tg^*;p21*^−/−^, *n* = 7) and 12-month-old (WT, *n* = 6; *p21*^−/−^, *n* = 4; *Lmo2*^Tg^, *n* = 11; *Lmo2*^Tg^*;p21*^−/−^, *n* = 5) mice. Two-way ANOVA test with Tukey’s correction. **g** Fold expansion of donor-derived DN3 thymocytes from 6-month-old *Lmo2*^Tg^ and *Lmo2*^Tg^*;p21*^−/−^ mice in transplanted recipients. Median ± 95% confidence interval (CI), Student’s *t*-test, *n* = 9. **h** Kaplan–Meier curves of the time to leukemia for WT (*n* = 5), *p21*^−/−^ (*n* = 24), *Lmo2*^Tg^ (*n* = 33) and *Lmo2*^Tg^*;p21*^−/−^ (*n* = 20) mice. All malignant thymic tumors were diagnosed at necropsy. **i** Proportion of chemoresistant DN3 thymocytes from *Lmo2*^Tg^ and *Lmo2*^Tg^*;p21*^−/−^ mice, performed 24 h after the VXL chemotherapy treatment. **j** Fold expansion of donor-derived DN3 thymocytes enumerated in the thymus of recipients injected with thymocytes from *Lmo2*^Tg^ and *Lmo2*^Tg^*;p21*^−/−^ mice treated with VXL from (**i**). Values are median ± 95% CI, Student’s *t*-test, *n* = 12; **p < 0.01, ***p < 0.001, as compared to WT; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, as compared to *Lmo2*^Tg^ cells, respectively

To assess the importance of p21 in cell cycle-restricted pre-LSCs, we generated *H2B-GFP*;*Lmo2*^Tg^ mice on a *p21*-deficient (*p21*^−/−^) background. Significantly, loss of p21 led to almost complete absence of GFP^hi^ cells by 2 weeks post doxycycline pulse (Fig. 5b and Supplementary Fig. 5b). This loss of cell-cycle restriction was observed in total DN3, where the proportion of cells in G_0_ was restored to wild-type levels (Supplementary Fig. 5c). Genomic quantification of the *Il7r* and *Myc* loci revealed that *p21* deficiency increased copy number of chromosome 15 in *p21*-deficient *Lmo2*^Tg^ cells lacking p21 (Supplementary Fig. 5d), suggesting that p21 was important for cell-cycle restriction and genomic stability in pre-LSCs. Given the absence of GFP^hi^ cells, we performed serial transplant experiments of total DN3 thymocytes from 2-month-old mice to determine the functional consequences of loss of cell-cycle restriction (Fig. 5b). Interestingly, *Lmo2*^Tg^ DN3 cells lacking p21 were able to generate sevenfold more DN3 progeny than *Lmo2*^Tg^ DN3 cells expressing p21 (Supplementary Fig. 5e). In addition, absence of p21 promoted differentiation to DP cells (Fig. 5d). Despite the enhanced repopulation in primary transplants, serial transplant revealed a progressive loss of DN3 repopulating activity such that there was complete loss by the fourth transplant (Fig. 5e). In contrast, the expansion of *Lmo2*^Tg^ DN3 remained relatively constant over serial transplants.

To determine if this pre-LSC exhaustion was only observable in the setting of proliferative stress related to transplantation, analogous to previous reports with *p21*-deficient HSCs^30^, we compared the numbers of DN3 cells in 6- and 12-month-old *Lmo2*^Tg^ and *Lmo2*^Tg^;*p21*^−/−^ mice. As previously reported^31^, there was a progressive increase in the numbers and proportion of DN3 cells in aged *Lmo2*^Tg^ mice (Fig. 5f and Supplementary Fig. 5f). In contrast, absence of p21 prevented DN3 expansion with aging. Accordingly, there was marked loss of repopulating activity in 6-month-old *Lmo2*^Tg^;*p21*^−/−^ thymus compared with age-matched *Lmo2*^Tg^ mice (Fig. 5g). Consistent with loss of pre-LSCs, there was reduced monoclonality as assessed by *Tcrβ* rearrangement (Supplementary Fig. 5g), and most importantly marked reduction of T-ALL penetrance in mice lacking p21 (Fig. 5h). We previously showed that *Notch1* mutations are acquired during disease progression^20^. 

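For total DN3 cells, the paper's numbers in Supplementary Data 2 give a variant of *Notch1* at 26459750 on chromosome 2 of GRCm38, in the coding part of exon 34. By the description there, with the first number of each pair as all reads of the gene, its share in the paper's *Lmo2* Tg library 3 is 22.1%. With the first number read instead as reads without the variant, that library had 21 reads with the variant and 95 without, which is 18.1% (95% exact Clopper-Pearson interval 11.6% to 26.3%), and the paper's *Lmo2* Tg library 2 had 85 reads without it and 0 with it. No read with the variant was found among 80 and 89 reads of the *Lmo2* Tg;*p21*-/- libraries, where the depth can show shares down to 3.75% and 3.37%. In wild-type libraries there were from 80 to 81 reads and in *p21*-/- libraries 87 and 86, all without the variant. Pooled, 21 of 201 reads of the *Lmo2* Tg and 0 of 169 of the *Lmo2* Tg;*p21*-/- libraries carried it (Fisher's exact test, two-sided, p = 2.7e-06), and the variant reads all came from 1 library. *Notch1* expression was 1750 ± 170 CPM (SD, n = 2) in *Lmo2* Tg and 1707 ± 47.3 CPM (SD, n = 2) in *Lmo2* Tg;*p21*-/- libraries. The log2 fold change was -0.04 (standard error 0.11, adjusted p = 0.85 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).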

To assess the importance of cell cycle in the acquisition of *Notch1* mutations, we used the RNA-seq data to identify variants differentially expressed in *p21*-deficient *Lmo2*^Tg^ DN3 cells, and found that *Notch1* mutations were only present in *Lmo2*^Tg^ thymocytes (Supplementary Data 2). Targeted sequencing of the *Notch1* locus in DN3 thymocytes isolated from 6-month-old mice revealed that the presence *Notch1* mutations was decreased by twofold in pre-LSCs lacking p21 (Supplementary Fig. 5h). In aggregate, these studies show that p21 was required for clonal evolution and leukemia progression of pre-LSCs.

To assess the role of p21 in therapeutic resistance, we measured repopulating activity in the thymus 24 h after multi-agent chemotherapy. At this time point, the proportion of surviving DN3 thymocytes was fourfold lower in *Lmo2*^Tg^ mice lacking p21 (Fig. 5i). Transplant of these chemoresistant thymocytes showed that repopulating activity was maintained in *Lmo2*^Tg^ thymocytes but markedly reduced in *p21*-deficient *Lmo2*^Tg^ thymocytes (Fig. 5j). The presence of p21 was also important for the resistance of *Lmo2*^Tg^ DN3 thymocytes to γ-irradiation (Supplementary Fig. 5i). Thus, p21 mediates resistance of pre-LSCs to chemotherapy and radiation.

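Total DN3 thymocytes of 6-week-old wild-type, *p21*-/-, *Lmo2* Tg and *Lmo2* Tg;*p21*-/- mice were sorted, and RNA captured by its poly-A tail from pools of several mice was sequenced. The authors deposited whole-number counts per gene for these libraries, not normalized, over 22114 protein-coding genes. The libraries analysed were 3 wild-type, 2 *p21*-/-, 2 *Lmo2* Tg and 2 *Lmo2* Tg;*p21*-/-. The *Lmo2* Tg columns carry numbers that could not be matched to single samples, so these libraries are called a and b. For 1 of the 10 samples, *p21*-/- replicate 3, no column was found. Total counts per library lay between 13864936 and 16837667, with medians of 16125238 in wild-type, 16349830.5 in *p21*-/-, 14589683.0 in *Lmo2* Tg and 15110443.5 in *Lmo2* Tg;*p21*-/- libraries. From 13639 to 14145 genes had at least 1 count, and the 10 genes with the most reads took from 4.22% to 4.85%. *Cdkn1a*, the targeted gene, had 36.6, 37.7 and 49.2 CPM in wild-type libraries 1, 2 and 3 and 14.3 and 17.7 CPM in *p21*-/- libraries 1 and 2. It had 32.5 and 26.4 CPM in *Lmo2* Tg libraries a and b and 4.36 and 3.49 CPM in *Lmo2* Tg;*p21*-/- libraries 1 and 2. Every library without p21 was thus below every library with it. All 9 libraries were fitted together, so that the genotypes share 1 estimate of the spread, and 11840 genes were tested.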

Given the lack of cell cycle-restricted DN3 cells in *Lmo2*^Tg^;*p21*^−/−^ mice, we isolated total DN3 cells for gene expression profiling to gain insight into the role of p21 in pre-LSCs. We restricted studies to 6-week-old wild-type, *p21*^−*/*−^, *Lmo2*^Tg^ and *Lmo2*^Tg^;*p21*^−/−^ mice, an age prior to loss of repopulating activity in *p21*-deficient *Lmo2*^Tg^ mice (Fig. 5g). 

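Principal components were taken of log2 CPM (prior count 2) of the 11840 genes, centred and not scaled. The first component held 68.4% of the variance and the next 13.0%. On the first, wild-type and *p21*-/- libraries lay between 30.18 and 45.37, and *Lmo2* Tg and *Lmo2* Tg;*p21*-/- libraries between -49.74 and -43.34. On the next, *Lmo2* Tg libraries a and b lay at 21.15 and 27.36 and *Lmo2* Tg;*p21*-/- libraries 1 and 2 at -30.00 and -21.51. In the plane of these components, *Lmo2* Tg and *Lmo2* Tg;*p21*-/- libraries were between 43.1 and 57.5 apart, against 8.16 within *Lmo2* Tg and 9.97 within *Lmo2* Tg;*p21*-/-. Wild-type and *p21*-/- libraries were between 4.60 and 28.2 apart, against 4.63 to 19.2 within wild-type and 26.7 within *p21*-/-, so this plane did not separate them beyond the distance between replicates. The nearest library had the same genotype for 6 of the 9 libraries, and for 7 when genes were scaled. Scaling lowered the share of the first component the most, to 45.0%.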

Principal component analysis confirmed clustering according to genotype (Fig. 6a). Comparison of wild-type DN3 cells with *p21*^−/−^ DN3 thymocytes revealed minimal changes with only 3 genes differentially expressed more than twofold (Supplementary Data 3). 

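Of the 11840 genes, 12 differed more than 2-fold between *p21*-/- and wild-type libraries at an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 5 higher and 7 lower, and 391 had an unadjusted p under 0.05. *Cdkn1a* had 16.0 ± 2.39 CPM (SD, n = 2) in *p21*-/- and 41.2 ± 7.01 CPM (SD, n = 3) in wild-type libraries. It changed by -1.36 on the log2 scale (standard error 0.17, adjusted p = 0.0082 from the edgeR test). *Gm9825* (ENSMUSG00000096403, chromosome 6 from 7982541 to 7983383) rose by 5.50 on the log2 scale (standard error 0.15, adjusted p = 1.7e-08, edgeR). *Prss41* had at most 2 counts in each wild-type library and 2.79 ± 1.05 CPM (SD, n = 2) in *p21*-/- libraries, and was at least 14.6-fold higher. Also called were *Glo1* (1.09) and *Dnah8* (1.03), which were higher, and *Prss30* (-2.82), *Rnps1* (-1.23), *Anks1* (-1.23), *Hmga1* (-1.11), *Atp6v0c* (-1.10) and *Gnptg* (-1.01), which were lower. Of the 11 genes other than *Cdkn1a*, 9 start within 10 Mb of it on chromosome 17, against 333 of the 11839 genes tested. *Gnptg* and *Atp6v0c* were chosen for naming after their values were seen. Without filtering, 15 genes passed, and restricted to genes with at least 1 CPM in every library compared, 9 did. At an FDR of 0.01, 10 genes passed.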

To determine how p21 abrogates *Lmo2*-induced leukemogenesis, we compared *Lmo2*^Tg^ DN3 cells with *Lmo2*^Tg^;*p21*^−/−^ DN3 thymocytes. Importantly, there was no difference in the expression of Lmo2 or its downstream targets responsible for self-renewal^19,32,33^ such as Lyl1, Hhex and c-Kit (Fig. 6b). 

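*Lmo2* (ENSMUSG00000032698, chromosome 2 from 103957986 to 103981878) had 40.9 and 101 CPM in *Lmo2* Tg libraries a and b and 85.5 and 107 CPM in *Lmo2* Tg;*p21*-/- libraries 1 and 2. The log2 fold change between the genotypes was 0.44 (standard error 0.30, adjusted p = 0.39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.07 without *Lmo2* Tg library a and 1.22 without *Lmo2* Tg library b. *Lyl1* (ENSMUSG00000034041, chromosome 8 from 84701457 to 84704715) had 79.3 ± 10.6 CPM (SD, n = 2) in *Lmo2* Tg;*p21*-/- and 51.1 ± 20.9 CPM (SD, n = 2) in *Lmo2* Tg libraries, a log2 fold change of 0.63 (standard error 0.22, adjusted p = 0.11 from the edgeR test). *Hhex* (ENSMUSG00000024986, chromosome 19 from 37434810 to 37440731) had 82.2 ± 6.73 CPM (SD, n = 2) and 77.8 ± 11.0 CPM (SD, n = 2), a log2 fold change of 0.07 (standard error 0.15, adjusted p = 0.81, edgeR). *Kit* (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722) had 238 ± 48.0 CPM (SD, n = 2) and 163 ± 47.6 CPM (SD, n = 2), a log2 fold change of 0.53 (standard error 0.20, adjusted p = 0.13, edgeR). With each method tried, the adjusted p of *Kit* ran from 0.048 to 0.13. Without *Lmo2* Tg library a, *Lyl1* changed by 1.13 and *Kit* by 0.87 on the log2 scale. Without *Lmo2* Tg library b, each changed by 0.25. Against wild-type libraries, *Lmo2* Tg libraries were higher by 8.38 for *Lmo2*, 3.77 for *Lyl1*, 4.60 for *Hhex* and 1.14 for *Kit* on the log2 scale. Those differences were past an adjusted p of 0.001 in the edgeR test. With all libraries kept, they were larger than any between *Lmo2* Tg and *Lmo2* Tg;*p21*-/- libraries.

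**Figure D3:**
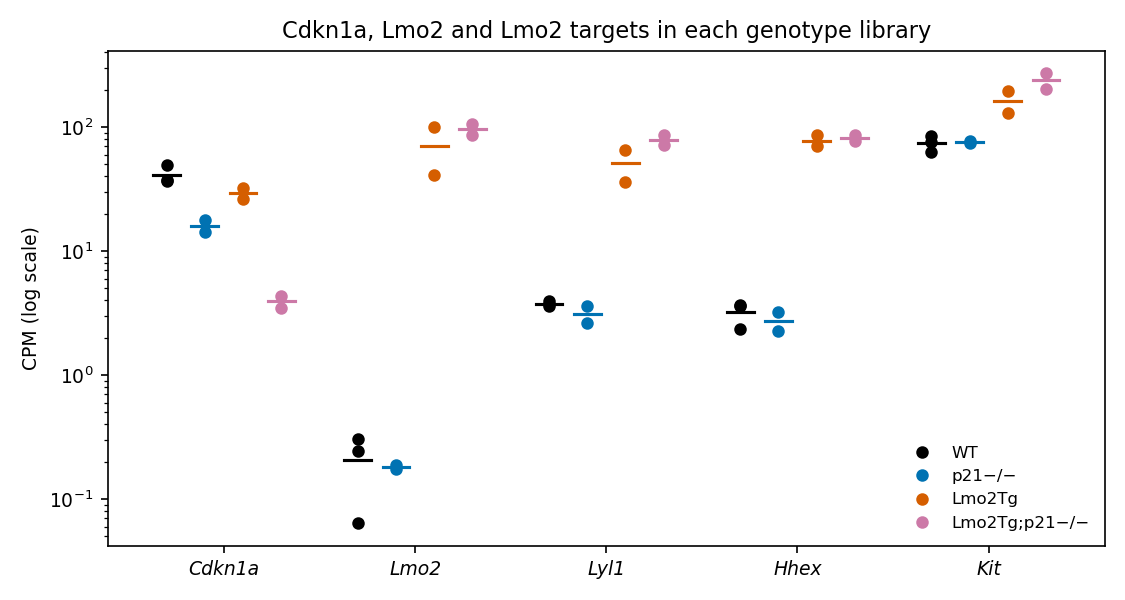
TMM-normalized CPM, on a log axis, of *Cdkn1a*, *Lmo2*, *Lyl1*, *Hhex* and *Kit* in each total DN3 library of the 4 genotypes; each point is 1 library. *Lmo2* lies between 0.0638 and 0.307 CPM in wild-type and *p21*-/- libraries and between 40.9 and 107 CPM in *Lmo2* Tg and *Lmo2* Tg;*p21*-/- libraries.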

Overall, there were 463 differentially expressed genes: 153 increased and 310 decreased more than twofold in *Lmo2*^Tg^;*p21*^−/−^ DN3 cells (Fig. 6c and Supplementary Data 3). 

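Between *Lmo2* Tg;*p21*-/- and *Lmo2* Tg libraries, 222 genes differed more than 2-fold at an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 51 higher and 171 lower without p21. At that FDR 822 genes differed by any fold, 397 higher and 425 lower. At an FDR of 0.01 the count was 97, with 19 higher and 78 lower, and without filtering it was 293. Only a part of the rows of Supplementary Data 3 was available here. Of the 384 genes at 2-fold or more in that part, 315 were tested here, 314 changed in the paper's direction and 157 passed the thresholds. *Cdkn1a* had 3.93 ± 0.610 CPM (SD, n = 2) in *Lmo2* Tg;*p21*-/- and 29.4 ± 4.30 CPM (SD, n = 2) in *Lmo2* Tg libraries. On the log2 scale it changed by -2.92 (standard error 0.21, adjusted p = 9.1e-05 from the edgeR test). Among the largest rises of genes with at least 1 CPM on average were those of *Gm9825*, *C4b*, *Neo1* and *Alox15*. *Gm9825* rose by 5.64 on the log2 scale, and also rose when p21 was lost without the transgene. *Neo1* (ENSMUSG00000032340, chromosome 9 from 58874687 to 59036441) rose from 0.279 ± 0.187 to 6.04 ± 2.57 CPM (SD, n = 2 each), a log2 fold change of 4.37 (standard error 0.49). *C4b* and *Alox15* had at most 3 counts in each *Lmo2* Tg library and were at least 11.0-fold and 9.39-fold higher. The largest falls were in *Gpr3*, *Apol8*, *Nr4a3*, *Mchr1* and *Fosl2*. *Nr4a3* (ENSMUSG00000028341, chromosome 4 from 48045153 to 48086447) fell from 91.4 ± 73.01 to 2.00 ± 0.407 CPM (SD, n = 2 each), a log2 fold change of -5.50 (standard error 1.16, adjusted p = 0.022, edgeR). *Fosl2* (ENSMUSG00000029135, chromosome 5 from 32135801 to 32157842) changed by -5.09 (standard error 0.98, adjusted p = 0.015, edgeR). *Gpr3*, *Apol8* and *Mchr1* had at most 2 counts in each *Lmo2* Tg;*p21*-/- library and were at least 10.8-fold, 17.1-fold and 16.8-fold lower. Of the 32 immediate early genes tested, such as *Nr4a3*, 29 were lower in *Lmo2* Tg;*p21*-/- libraries and 14 passed the thresholds. Of the 221 called genes other than *Cdkn1a*, 20 start within 10 Mb of it on chromosome 17.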

Gene ontology pathway analysis showed that the reduced genes were enriched for general metabolic pathways of transcription and translation as well as signaling (nuclear factor-κB, mitogen-activated protein kinase), G1/S transition and apoptosis (Supplementary Data 3). These changes were confirmed using GSEA, which revealed a striking reduction in genes involved in DNA replication, splicing and the proteasome (Fig. 6d). 

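Gene ontology terms were not tested here. Adjusted p from fgsea again came from permuting genes, so it does not test the grouping of libraries. Among the gene sets compiled after KEGG pathways, the cell cycle set was lower in *Lmo2* Tg;*p21*-/- than in *Lmo2* Tg libraries, with an NES of -2.32 (adjusted p = 0.0018 from the fgsea permutation test with Benjamini-Hochberg adjustment) and 74 of 119 genes lower. It stayed past an adjusted p of 0.05 under 4 of the 6 alternatives, where adjusted p from fgsea or limma camera ran from 0.0012 to 0.12. Mismatch repair genes had an NES of -1.84 (adjusted p = 0.030, fgsea permutation test), with 16 of 21 genes lower. They too stayed past 0.05 under 4 of the 6 alternatives, where adjusted p from fgsea or limma camera ran from 0.014 to 0.40. The apoptosis set had an NES of 1.11 (adjusted p = 0.42, fgsea permutation test), with 45 of 74 genes higher, and the p53 signaling set one of -1.34 (adjusted p = 0.23, fgsea permutation test), with 33 of 59 lower.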

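In *Lmo2* Tg;*p21*-/- against *Lmo2* Tg libraries, the spliceosome set had an NES of -5.48, with 101 of its 122 genes lower and a median log2 fold change of -0.18. Proteasome genes had an NES of -4.22, with 39 of 43 genes lower and a median of -0.17. DNA replication genes had an NES of -2.93, with 29 of 34 lower and a median of -0.15. The adjusted p was 8.0e-04 for each of the 3 sets (fgsea with Benjamini-Hochberg adjustment). None of the genes in these sets changed 2-fold at an FDR of 0.05. Under the 6 alternatives tried, the 3 sets stayed lower and past an adjusted p of 0.05. The NES of the spliceosome moved most, to -2.58, with exponent 1.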

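Between *p21*-/- and wild-type DN3 libraries, the DNA replication set had an NES of 1.00 (adjusted p = 0.64 from the fgsea permutation test with Benjamini-Hochberg adjustment), with 17 of 34 genes lower. The spliceosome set had an NES of 1.73 (adjusted p = 0.096, fgsea permutation test), with 67 of 122 genes higher. Proteasome genes had an NES of -2.12 (adjusted p = 0.015, fgsea permutation test), with 31 of 43 genes lower and a median log2 fold change of -0.05. After correction for gene length, the proteasome set had an NES of -0.98 (adjusted p = 0.69, fgsea permutation test), and after correction for GC content -2.52 (adjusted p = 0.0024, fgsea permutation test). The cell cycle set was higher, with an NES of 2.202 (adjusted p = 0.015, fgsea permutation test) and 76 of 119 genes higher. It stayed past an adjusted p of 0.05 under 4 of the 7 alternatives, where adjusted p from fgsea or limma camera ran from 0.0012 to 0.41, and in 1 of the 3 fits that left out a wild-type library, where adjusted p from the fgsea permutation test ran from 0.0012 to 0.26. These values rested on single libraries. Without wild-type library 3, the NES was 2.93 for DNA replication, 2.35 for the spliceosome and 1.47 for the proteasome. Without wild-type library 1, it was -1.35, -1.15 and -3.07.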

Importantly, these changes were not seen with *p21*-deficient DN3 cells compared with wild-type DN3 thymocytes (Supplementary Fig. 6a). Thus, *p21*-mediated cell-cycle restriction was required for widespread metabolic processes in the context of oncogene-transformed cells.

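The difference between the effects of p21 loss in *Lmo2* Tg and in wild-type cells was tested itself, as an interaction in the fit of the 9 libraries. In this test, 95 genes differed more than 2-fold at an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9 higher and 86 lower with the transgene. At an FDR of 0.01 the count was 0, and 2148 genes had an unadjusted p under 0.05. Genes of the spliceosome, proteasome and DNA replication sets had an NES of -4.94, -3.01 and -2.45 for the difference (adjusted p = 8.1e-04, 8.1e-04 and 0.0018, fgsea permutation test with Benjamini-Hochberg adjustment). Of these, 102 of 122, 35 of 43 and 27 of 34 genes had a negative difference. The count of genes depended on single libraries, with 0 genes past the thresholds without wild-type library 1 and 0 without wild-type library 3, where 1823 and 2346 had an unadjusted p under 0.05, and 56 without wild-type library 2. Immediate early genes differed the same way, with 30 of 32 lower. From the fall of DNA replication, splicing and proteasome genes in *Lmo2* Tg;*p21*-/- cells, and from the comparison without the transgene, in which it reports no such changes, the paper concludes that cell-cycle restriction by p21 is required for widespread metabolic processes in oncogene-transformed cells.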

**Fig. 6:**
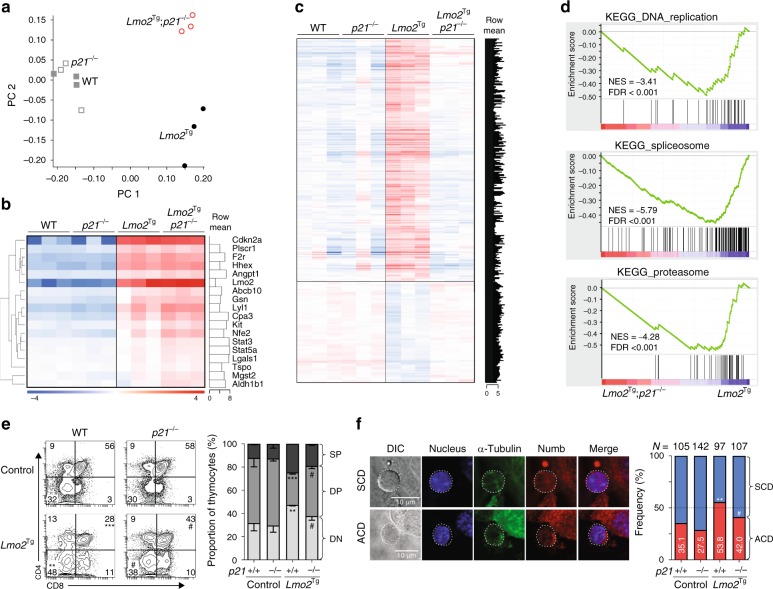
*p21* is crucial for the stem cell-like program, p53-mediated response and block in differentiation. **a** Principle component analysis (PCA) of the gene expression signatures in purified DN3 thymocytes from 6-week-old wild-type (WT), *p21*^−/−^, *Lmo2*^Tg^ and *Lmo2*^Tg^*;p21*^−/−^ mice. **b** Heat map of *Lmo2*-associated upregulated gene signature in purified DN3 thymocytes from (**a**)**. c** Heat map of genes differentially expressed (FDR < 0.05) in DN3 thymocytes from 6-week-old *Lmo2*^Tg^, as compared to *Lmo2*^Tg^;*p21*^−/−^ as well as wild-type (WT) and *p21*^−/−^ controls. Row mean: relative expression of each gene as compared to the average expression for each genotype analyzed. **d** Gene set enrichment analysis (GSEA) plot of DNA replication, ribosome function (spliceosome) and proteasome genes in DN3 thymocytes from *p21*-deficient *Lmo2*^Tg^ mice, as compared to *Lmo2*^Tg^ mice (top panels), as well as *p21*^−/−^ DN3 cells compared to wild-type (WT) DN3 thymocytes (bottom panels). FDR false discovery rate, NES normalized enrichment score. **e** Immunophenotype of co-cultured DN3 thymocytes for 5 days for in vitro differentiation assays. *N* = 2 independent experiments, mean ± s.e.m., Student’s *t*-test. **f** Representative confocal immunofluorescence of undergoing symmetric cell division (SCD, top row) and asymmetric cell division (ACD, bottom row) of DN3 thymocytes from 6-week-old mice in co-culture assays. Sorted DN3-stromal cell conjugates were fixed and co-stained with α-Tubulin (red) and the cell-fate protein Numb (green). *N* = 2 independent experiments, with specific numbers of cells analyzed indicated. Chi-Square test described for each genotype was performed (Supplementary Fig. 6b); **p < 0.01, ***p < 0.001, as compared to WT; ^#^*p* < 0.05, as compared to *Lmo2*^Tg^ cells, respectively

To understand the cellular fate of *Lmo2*^Tg^ DN3 cells in the absence of p21 (apoptosis or differentiation), we co-cultured sorted DN3 thymocytes on OP9-DL1 stroma cells, which support in vitro division and differentiation of T-cell progenitors^34^. Using this approach, we confirmed that absence of p21 promoted the differentiation of *Lmo2*^Tg^ DN3 thymocytes into DP cells (Fig. 6e). Pre-LSCs develop just prior to the β-selection checkpoint during which T-cell fate is tightly regulated by asymmetric cell division (ACD)^35^, a homeostatic cell division process also crucial for self-renewal of HSCs^36,37^. ACD can be observed by the polarized segregation of the “differentiation fate determinant” Numb in dividing cells, which generate one identical immature/stem and one differentiated daughter cell^35,38,39^. Given that p21 has been associated with a switch from asymmetric to symmetric division in co-cultured stem cells^40^, we examined the frequency of ACD in sorted DN3 thymocytes using the Numb distribution in dividing cells (Fig. 6f). Consistent with the stem cell-like phenotype of pre-LSCs, the frequency of ACD was significantly increased in *Lmo2*^Tg^ DN3 cells compared with wild-type and *p21*^−/−^ DN3 cells (Fig. 6f and Supplementary Fig. 6b). The increased ACD observed in *Lmo2*-expressing DN3 cells was significantly reduced in the absence of p21, restoring the preponderance of symmetric division observed in wild-type thymocytes. Altogether, these results show that *p21*-deficiency promotes differentiation of pre-LSCs at the expense of ACD, which correlates with the importance of p21 for the maintenance of self-renewing pre-LSCs during leukemia development.

## Discussion

Pre-LSCs are an important cell population during leukemic development, and provide a pool of cells that give rise to relapse^2,3,41^. The clinical relevance of pre-LSCs has recently been highlighted by sensitive molecular assays, where patients with detectable pre-LSCs during complete remission have an increased risk of relapse^5,42^. However, the properties of pre-LSCs that allow them to escape high-dose chemotherapy remain unknown. In this paper, we show that clonal evolution and therapeutic resistance can be defined by their cell-cycle characteristics. Specifically, we identify the presence of a rare subpopulation of cell cycle-restricted pre-LSCs that have enhanced therapeutic resistance and most importantly represent the population of cells that acquire oncogenic *Notch1* mutations necessary for clonal evolution to T-ALL. By genetic deletion of the cell-cycle inhibitor p21, we show that overcoming cell-cycle restriction abrogates this therapeutic resistance and significantly reduces clonal evolution of pre-LSCs. Thus, we show that cell-cycle restriction is a fundamental property of pre-LSCs that explains their long-term competitive advantage and potential for causing relapse following high-dose chemotherapy.

We have previously shown that Lmo2 induces aberrant self-renewal of immature T-cell progenitors without preventing T-cell differentiation^19^, and as such display features typical of pre-LSCs^43^. We now extend these findings to show that long-term self-renewal necessary for clonal evolution is limited to a rare subpopulation of cell cycle-restricted pre-LSCs. The impaired repopulating activity of GFP^lo^ DN3 thymocytes might be explained by increased cycling leading to impaired homing. However, this is highly unlikely as DN3 cells lacking p21 had increased repopulating activity in primary transplants (Fig. 5e) despite increased cycling. Consistent with their stem cell-like properties, these cells are also more resistant to irradiation and combination chemotherapy. We did not directly examine the leukemic potential of the GFP^hi^ cells enriched by chemotherapy; however, Ebinger et al.^11^ recently showed that label-retaining cells surviving chemotherapy in human B-ALL xenografts retained leukemia-initiating potential. In sharp contrast with normal HSCs following stress-induced proliferation^25,44,45^, we show that once pre-LSCs enter a proliferative state, they are unable to return to a cell cycle-restricted state (Fig. 2e). Thus, strategies that promote cell cycle prior to chemotherapy may be able to eradicate pre-LSCs without detrimental effects on normal HSCs.

The role of p21 in leukemogenesis is controversial with both tumor suppressive and promoting activity. For example, knockdown of *p21* in MLL-AF10-induced leukemia accelerated disease^46^. In contrast, PML/RAR (promyelocytic leukemia/retinoic acid receptor)-transformed HSCs required p21 for long-term self-renewal^47^. The observation that *Lmo2*^Tg^ DN3 cells lacking p21 have enhanced primary repopulating capacity but loss in subsequent transplants (Fig. 5f) provides one possible explanation for this controversy. The properties identified for cell cycle-restricted pre-LSCs have many parallels with normal HSCs under conditions of stress or aging. First, p21 is only important for HSCs in the setting of stress^30^. Second, activation of the p53–p21 axis promotes cell-cycle arrest and DNA repair in irradiated HSCs^28,48^. Third, error-prone DNA repair occurs in stress or aging HSCs due to reduced expression of genes required for high-fidelity homologous recombination and components of the MCM helicase. Thus, we propose that cell cycle-restricted pre-LSCs arising from a committed progenitor behave like normal HSCs following DNA damage.

Mutation analysis of pre-LSCs identified an intriguing relationship between cell cycle and types of genomic mutations. Cell cycle of pre-LSCs was associated with a high frequency of aneuploidy. Almost half of all cells undergoing cell division had trisomy 15 and/or 2 (Fig. 4a). Although it is difficult to know which comes first (aneuploidy or cell cycle), the higher rate of aneuploidy in pre-LSCs unable to arrest (*Lmo2*^Tg^;*p21*^−/−^) suggests that cell cycle induces aneuploidy. Furthermore, studies of cell lines with trisomy generated from transgenic mice suggest that aneuploidy slows rather than promotes cell cycle^49,50^. Trisomy 15 has been reported in two other mouse models of leukemia^51,52^, suggesting the selective advantage for numerical abnormalities of chromosome 15 occurs irrespective of the oncogene or cell lineage. Acquisition of an extra copy of c-Myc is one possible explanation^51^. Decreased expression of MCM helicases, together with their reported interaction with LMO2^53^, may explain the high frequency of aneuploidy. The other striking difference was the presence of *Notch1* mutations in GFP^hi^ cells. Given these cells have a long-term selective advantage, and Notch1 enhances self-renewal^22^, this observation provides an explanation for the high frequency of Notch1 mutations in T-ALL.

Previous studies have shown that environmental cues from the niche control the balance between symmetric and asymmetric divisions of HSCs and this balance can be perturbed by the expression of oncogenes^39,54^. Using the segregation of Numb—a negative modulator of Notch1 signaling—to assess division patterning in thymocytes, we found that expression of the *Lmo2* oncogene significantly increased the frequency of asymmetric division in DN3 cells. Conversely, absence of *p21* reduced asymmetry and promoted differentiation in dividing *Lmo2*^Tg^ DN3 cells, restoring a division patterning similar to wild-type thymocytes. Thus, cell cycle plays a crucial role in the decision between different types of division, which ultimately effects the maintenance of the pre-LSC population. Given absence of p21 also increases aneuploidy, one unifying possibility is that the shortened duration of cell cycle leads to missegregation of differentiation fate determinants and chromosomes in dividing cells, ultimately impairing the stem cell-like properties of pre-LSCs.

In conclusion, our work provides the first in vivo evidence that cell-cycle restriction is essential for self-renewal, clonal evolution and therapeutic resistance of pre-LSCs in a murine model of T-ALL. We also demonstrate that pre-LSCs fundamentally diverge from normal HSCs with regard to their ability to return to a cell cycle-restricted state following stress-induced proliferation. We propose the *H2B-GFP* system will be a powerful in vivo model to determine if similar properties apply to other models of pre-LSCs and identify and test strategies to overcome quiescence of relapse-inducing cells.

## Methods

### Mouse experiments

All experiments were approved and complied with the ethical regulations mandated by the AMREP Animal Ethics Committee. The current study was performed using the previously described *TetOP-H2B-GFP*^KI/+^, kindly given by H. Hock from the Harvard Stem Cell Institute^14^, *p21*-deficient (*p21*^−/−^) and the *CD2-Lmo2* (*Lmo2*^Tg^)^31^ mouse models. All mouse lines were backcrossed onto a C57BL/6J background for 10 generations and maintained in pathogen-free conditions according to institutional animal care guidelines.

### FACS analysis

Flow cytometry analysis and cell sorting were done as previously described^19,20^ on single-cell suspensions of T-cell progenitors. Thymocytes were stained using BD Pharmingen antibodies (BD Australia, North Ryde, NSW) against mouse CD4 (1:500; RM4-5), CD8 (1:500; 53-6.7), CD25 (1:400; PC61.5), CD44 (1:500; IM7), CD45.1 (1:125; A20), CD45.2 (1:125; 104), Thy1.2 (1:500; 53-2.1) and TCRβ (1:500; H57-597) to describe T-cell populations in steady state or after transplantation. Cell-cycle analysis was performed as described previously^20^, using an antibody against Ki67 (1:10; BD Australia, Cat. no. 556027) or the isotype control, and staining DNA using DAPI (Sigma-Aldrich). Apoptosis was measured using the BD Pharmingen antibody against AnnexinV (1:40; Cat. no. 556420) and the permeable nucleic acid dye 7-aminoactinomycin D (BD Australia) following the manufacturer’s protocol. FACS analysis was performed using a LSRII and a LSR Fortessa cytometers and cell sorting was performed with a FACSAria or BD Influx (BD Australia, North Ryde, NSW).

### Modeling cell-cycle kinetics

The modeling cell-cycle kinetics was performed using the absolute numbers of GFP^hi^ and total DN3 cells from 6-week-old H2B-GFP*;Lmo2*^Tg^ mice and littermate controls after 6 weeks of Doxycycline pulse, followed by 0, 1, 2, 4 or 8 weeks of chase, as indicated in Supplementary Fig. 1A. Ratios were formed as GFP^hi^_DN3/DN3 and in order to stabilize the variance, the log (base 10) of the ratios was calculated as follows: logratio = log_10_ ((GFP^hi^_DN3 + 100)/DN3). A constant (=100) was added to the numerator in the ratio to avoid taking the log of zero. The constant was chosen to be less than the smallest reported non-zero value of GFP^hi^_DN3 (=364). The combined data from both groups were fitted in an exponential model as *Y* = *A* + B*(R**X) in which in which *Y* is the log_10_ of the ratio at week *X*. The nonlinear parameter (*R*) was constrained to be <1. The model has the property that at time zero (i.e., *X* = 0), *Y* = *A* + *B* and as time increases, *Y* asymptotes at *A*. The FITCURVE procedure in the GenStat statistical package^55^ was used to fit increasingly complex models (to account for different values of the parameters in each group (H2B-GFP;Lmo2 and H2B-GFP). The model fitting exercise indicated that separate intercept “*A*” parameters were required for each group (*p* < 0.001) and separate slope coefficient “*B*” parameters were also required for each group (*p* < 0.001). The nonlinear parameter “*R*” was not significantly different between the groups (*p* = 0.124); nevertheless, separate nonlinear parameters were retained in the final model. The adjusted *R*^2^ value for the final model was 83.8%. The fitted model is shown graphically in Fig. 1c. Bootstrapping the residuals from the fitted models was used to test for significant differences between the groups in their times for achieving 1-log and 2-log reductions in the ratios (*n* = 5000 bootstrap samples were used).

### Transplantation assays

Transplantation assays were performed by intravenously injecting thymus cells into sublethally irradiated (650 Rads) isogenic Ly5.1 (Cd45.1) mice. Leukemic mice were scored positive when they presented signs of overt leukemia, which was confirmed at necropsy. Kaplan–Meier survival and statistical analysis were performed using GraphPad Prism 6.0 software (GraphPad Software Inc., San Diego, CA).

### RNA analysis

Total RNAs for global gene expression were prepared from a pool of 0.7–1.0 × 10^6^ sorted cells from 3 to 5 different 6-week-old mice using RNeasy extraction kit (Qiagen, Chadstone, VIC, Australia). Global RNA amplification and hybridization to the murine Agilent gene expression array was performed by the Australian Genome Research Facility Ltd (AGRF, Parkville, VIC, Australia) and analyzed using Agilent In Situ Microarray algorithm. Differentially expressed genes between DN3 thymocyte samples were determined using a linear model and the empirical Bayes method previously described^56^. Data for RNA-seq are available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110132.

For gene expression experiments, total RNAs were prepared from 50,000 to 100,000 sorted cells from 6-week-old mice using RNeasy extraction kit (Qiagen, Chadstone, VIC, Australia). First-strand complementary DNA (cDNA) synthesis was performed by reverse transcription as previously described^57^. Primer sequences used are listed in Table 1. Real-time quantitative PCR was done with SYBR Green Master Mix (Applied Biosystems—Life Technologies Australia, Mulgrave, VIC) on Roche LightCycler480 II (Roche Diagnostics Australia, Castle Hill, NSW). Delta delta Ct values were calculated by using Ct values from *Hprt* and *β-actin* genes as reference.

**Table 1:** Primers used for genomic and quantitative PCR

Gene	Name of the primer	Sequence
*Cdkn1a* (p21)	mCdkn1a_Fw	tacccgtctttccccagagt
	mCdkn1a_Rv	acactgtcacccacagatcg
*Cdkn1b* (p27)	mCdkn1b_F	gttagcggagcagtgtcca
	mCdkn1b_R	tctgttctgttggccctttt
*Cdkn1c* (p57)	mCdkn1c_F	caggacgagaatcaagagca
	mCdkn1c_R	gcttggcgaagaagtcgt
***TcrB*** **rearrangement**	**Name of the primer**	**Sequence**
*mTcrb*	S16 Fw	AGGAGCGATTTGCTGGTGTGG
	S16 Rv	GCTACCAGGGCCTTTGAGATG
	Tcr Vb5 Fw	CCCAGCAGATTCTCAGTCCAACAG
	Tcr Vb8 Fw	GCATGGGCTGAGGCTGATCCATTA
	Tcr Jb2 Rv	TGAGAGCTGTCTCCTACTATCGATT
**Genomic PCR of loci on Chr. 15**	**Name of the primer**	**Sequence**
*mIl7r*	mIl7r Fw	ACTGTGGTTGGGTGCCTTAG
	mIl7r Rv	AAATTGGCAGAACCAACCAG
*mMyc*	mMyc Fw	ACACGGAGGAAAACGACAAG
	mMyc Fw	TCGTCTGCTTGAATGGACAG
***Notch1*** **sequencing**	**Name of the primer**	**Sequence**
*mNotch1*	Exon26_4853Fw	CCCTGTATGACCAGTA
	Exon26_5250Rv	ACGGATGTCCATGGGGT
	Exon27_5253Fw	CTCCATTGTCTACCTG
	Exon27_5401Rv	TCTTCACGGCCTCAATC
	Exon34_6423Fw	TCCCCTGTTCCTGGCCG
	Exon 34_6548Fw	TGCACCACGATATCGTG
	Exon34_7265Fw	ATAGCATGATGGGGCCACTA
	Exon 34_6849Fw	ACCCCATGGCTACTTGTCAG
	Exon34_8157Rv	CTT CAC CCT GAC CAG GAA AA
	Exon34_7284Rv	TAGTGGCCCCATCATGCTAT
	Exon34_7675Rv	CCACAGGGGAGGAGGAGTAA
	Exon34_8194Rv	TGA ATC CTT GTT CAT ATT TTA CAG ACA CAC AGG G

### Whole-exome sequencing

Genomic DNA samples were extracted from sorted GFP^hi^ and GFP^lo^ DN3 cells from 5 individual 2-month-old *H2B-GFP*;*Lmo2*^Tg^ mice using the QIAGEN DNeasy Blood & Tissue Kit (Qiagen, Chadstone, VIC, Australia). DNA quantity and quality were measured using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific Australia Pty Ltd, Scoresby, VIC, Australia). Genomic DNA amplification was performed on high-quality genomic DNA (300–1500 ng) using DETAILS by Macrogen Inc. (Macrogen Oceania, Sydney, NSW, Australia). Briefly, library construction was prepared by random fragmentation of the DNA or cDNA sample, followed by 5’ and 3’ adapter ligation. Library construction used DNA tagmentation, which combined fragmentation and ligation reactions into a single step, for increasing the efficiency of the library preparation process. Adapter-ligated fragments were then amplified by PCR and purified on gel. The whole exome was captured through target enrichment of DNA samples and construction of a hybridization library, using the Agilent SureSelectXT Library Prep Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. Sequencing was done with HiSeq 4000 instruments in high-output mode with TruSeq 3000 4000 SBS v3 chemistry. All runs were 101-nt paired-end reads, and data were analyzed with the HSC v3.3 software. Raw data were generated by the Illumina HiSeq 4000, which utilized HiSeq Control Software v3.3 for system control and base calling through the Real Time Analysis v2.7.3 software. The base calls binary was converted into FASTQ utilizing the Illumina bcl2fastq v2.17.1.14 protocol. Exome sequencing was performed on amplified DNA samples from sorted GFP^hi^ and GFP^lo^ DN3 cells from individual 2-month-old *H2B-GFP*;*Lmo2*^Tg^ mice by Macrogen Inc. (Macrogen Oceania, Sydney, NSW, Australia).

### Chemoresistance assays

For chemoresistance assays, 6-week-old mice were intraperitoneally injected with induction therapeutic regimen (VXL) consisting of 0.15 mg/kg vincristine (Vincristine Sulfate, Pfizer), 5 mg/kg dexamethasone (DBL Dexamethasone, Hospira) and 1000 U/kg l-asparaginase (Leunase, Sanofi-Aventis)^27^. Thymocytes were harvested, counted and characterized by flow cytometry 24 h after treatment with the VXL regimen.

### In vitro differentiation assays

For co-culture assays, 100,000 sorted DN3 cells were washed, and seeded onto OP9-DL1 stromal cells, as previously described^22^. Briefly, thymocytes were co-cultured on stromal cells in reconstituted alpha-minimum essential medium (12561, Gibco, Life Technologies, Scoresby, VIC, Australia) supplemented with 10% heat-inactivated fetal bovine serum (12318, Gibco), 10 mM HEPES (15630-060, Gibco), 1 mM sodium pyruvate (11360-070, Gibco), 55 μM β-mercaptoethanol (21985-023, Gibco), 2 mM Glutamax (15750-060, Gibco), penicillin/streptomycin (15140-122, Gibco), 5 ng/mL FLT-3 Ligand (308-FK-025, R&D Systems, Minneapolis, MN, USA) and 5 ng/mL IL-7 (217-17, PeproTech, Rock Hill, NJ, USA). For differentiation assays, cells were harvested, counted and characterized by flow cytometry after 5 days of co-culture.

### Cell division patterning assays

For cell division patterning assays, 7 × 10^3^ OP9-DL1 stromal cells were first plated onto glass-bottom 8-well culture chamber slides (Thermo Fisher Scientific, Life Technologies, Scoresby, VIC, Australia) and left to adhere overnight, as previously described^35^. Then, 1–4 × 10^4^ sorted DN3 thymocytes were added with fresh media and co-cultured for 24–48 h. DN3-stromal cell conjugates were washed and fixed as previously described^58^. Cells were blocked using phosphate-buffered saline (PBS) 1 × + 1% w/v bovine serum albumin (BSA), for 20 min at room temperature, and incubated for 30 min at room temperature in PBS 1 × + 0.25% v/v Triton X-100 for permeabilization. Cells were stained in PBS 1× + 2% w/v BSA with anti-Numb (1:100; ab4147, Abcam, Sapphire Bioscience Pty. Ltd., Redfern, NSW, Australia) and anti-Tubulin (1:100; sc-32293, Santa Cruz Biotechnology, Dallas, TX, USA). Cells were washed twice using Perm/Wash buffer (BD Australia, North Ryde, NSW) and incubated in permeabilization buffer with donkey Alexa Fluor 488-conjugated anti-mouse (1:300; A-21202, Molecular Probes, Life Science) and donkey Alexa Fluor 546-conjugated anti-goat (1:300; A-11056, Molecular Probes, Life Science) secondary antibodies for 1 h on ice. Cells were washed, incubated with 1 ng/mL DAPI for 15 min, washed twice and mounted using Mowiol mounting medium (81381, Sigma-Aldrich Pty Ltd, Castle Hill, NSW). At least 20 different fields of view were collected for blinded quantification, for each time point. All images were acquired using a Nikon A1r Plus SI inverted confocal microscope (Nikon Australia, Rhodes, NSW) using a Plan Apo 60× oil objective.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

The datasets generated during the current study are available in the Gene Expression Omnibus repository at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110132. All relevant data that support the findings of this study are available from the corresponding author upon reasonable request.

## References

[1] Bonnet D, Dick JE (1997). Human acute myeloid leukemia is organized as a hierarchy that originates from a primitive hematopoietic cell. Nat. Med..

[2] Shlush LI (2014). Identification of pre-leukaemic haematopoietic stem cells in acute leukaemia. Nature.

[3] Mullighan CG (2008). Genomic analysis of the clonal origins of relapsed acute lymphoblastic leukemia. Science.

[4] Sykes SM, Kokkaliaris KD, Milsom MD, Levine RL, Majeti R (2015). Clonal evolution of preleukemic hematopoietic stem cells in acute myeloid leukemia. Exp. Hematol..

[5] Klco JM (2015). Association between mutation clearance after induction therapy and outcomes in acute myeloid leukemia. JAMA.

[6] Mossner M (2016). Mutational hierarchies in myelodysplastic syndromes dynamically adapt and evolve upon therapy response and failure. Blood.

[7] Steensma DP (2015). Clonal hematopoiesis of indeterminate potential and its distinction from myelodysplastic syndromes. Blood.

[8] Holtz M, Forman SJ, Bhatia R (2007). Growth factor stimulation reduces residual quiescent chronic myelogenous leukemia progenitors remaining after imatinib treatment. Cancer Res..

[9] Holtz MS, Forman SJ, Bhatia R (2005). Nonproliferating CML CD34+ progenitors are resistant to apoptosis induced by a wide range of proapoptotic stimuli. Leukemia.

[10] Barnes DJ, Melo JV (2006). Primitive, quiescent and difficult to kill: the role of non-proliferating stem cells in chronic myeloid leukemia. Cell Cycle.

[11] Ebinger S (2016). Characterization of rare, dormant, and therapy-resistant cells in acute lymphoblastic leukemia. Cancer Cell.

[12] Saito Y (2013). Maintenance of the hematopoietic stem cell pool in bone marrow niches by EVI1-regulated GPR56. Leukemia.

[13] Kamminga LM (2005). Impaired hematopoietic stem cell functioning after serial transplantation and during normal aging. Stem Cells.

[14] Foudi A (2009). Analysis of histone 2B-GFP retention reveals slowly cycling hematopoietic stem cells. Nat. Biotechnol..

[15] Tumbar T (2004). Defining the epithelial stem cell niche in skin. Science.

[16] Li Q (2013). Oncogenic Nras has bimodal effects on stem cells that sustainably increase competitiveness. Nature.

[17] Boehm T, Foroni L, Kaneko Y, Perutz MF, Rabbitts TH (1991). The rhombotin family of cysteine-rich LIM-domain oncogenes: distinct members are involved in T-cell translocations to human chromosomes 11p15 and 11p13. Proc. Natl. Acad. Sci. USA.

[18] Rahman S (2017). Activation of the LMO2 oncogene through a somatically acquired neomorphic promoter in T-cell acute lymphoblastic leukemia. Blood.

[19] McCormack MP (2010). The Lmo2 oncogene initiates leukemia in mice by inducing thymocyte self-renewal. Science.

[20] Tremblay M (2010). Modeling T-cell acute lymphoblastic leukemia induced by the SCL and LMO1 oncogenes. Genes Dev..

[21] Tremblay CS (2016). Loss-of-function mutations of Dynamin 2 promote T-ALL by enhancing IL-7 signalling. Leukemia.

[22] Gerby B (2014). SCL, LMO1 and Notch1 reprogram thymocytes into self-renewing cells. PLoS Genet..

[23] Clarke MF (2006). Cancer stem cells--perspectives on current status and future directions: AACR Workshop on cancer stem cells. Cancer Res..

[24] Aplan PD (1997). An scl gene product lacking the transactivation domain induces bony abnormalities and cooperates with LMO1 to generate T-cell malignancies in transgenic mice. EMBO J..

[25] Wilson A (2008). Hematopoietic stem cells reversibly switch from dormancy to self-renewal during homeostasis and repair. Cell.

[26] Bernitz JM, Kim HS, MacArthur B, Sieburg H, Moore K (2016). Hematopoietic stem cells count and remember self-renewal divisions. Cell.

[27] Szymanska B (2012). Pharmacokinetic modeling of an induction regimen for in vivo combined testing of novel drugs against pediatric acute lymphoblastic leukemia xenografts. PLoS ONE.

[28] Mohrin M (2010). Hematopoietic stem cell quiescence promotes error-prone DNA repair and mutagenesis. Cell Stem Cell.

[29] Qiu J, Papatsenko D, Niu X, Schaniel C, Moore K (2014). Divisional history and hematopoietic stem cell function during homeostasis. Stem Cell Rep..

[30] Cheng T (2000). Hematopoietic stem cell quiescence maintained by p21cip1/waf1. Science.

[31] Larson RC (1994). T cell tumours of disparate phenotype in mice transgenic for Rbtn-2. Oncogene.

[32] McCormack MP (2013). Requirement for Lyl1 in a model of Lmo2-driven early T-cell precursor ALL. Blood.

[33] Shields BJ (2015). Hhex regulates Kit to promote radioresistance of self-renewing thymocytes in Lmo2-transgenic mice. Leukemia.

[34] Schmitt TM, Zuniga-Pflucker JC (2002). Induction of T cell development from hematopoietic progenitor cells by delta-like-1 in vitro. Immunity.

[35] Pham K (2015). Asymmetric cell division during T cell development controls downstream fate. J. Cell Biol..

[36] Morrison SJ, Kimble J (2006). Asymmetric and symmetric stem-cell divisions in development and cancer. Nature.

[37] Neumuller RA, Knoblich JA (2009). Dividing cellular asymmetry: asymmetric cell division and its implications for stem cells and cancer. Genes Dev..

[38] Aguado R, Martin-Blanco N, Caraballo M, Canelles M (2010). The endocytic adaptor Numb regulates thymus size by modulating pre-TCR signaling during asymmetric division. Blood.

[39] Wu M (2007). Imaging hematopoietic precursor division in real time. Cell Stem Cell.

[40] Insinga A (2013). DNA damage in stem cells activates p21, inhibits p53, and induces symmetric self-renewing divisions. Proc. Natl. Acad. Sci. USA.

[41] Shlush LI (2017). Tracing the origins of relapse in acute myeloid leukaemia to stem cells. Nature.

[42] Lindsley RC (2015). Acute myeloid leukemia ontogeny is defined by distinct somatic mutations. Blood.

[43] Pandolfi A, Barreyro L, Steidl U (2013). Concise review: preleukemic stem cells: molecular biology and clinical implications of the precursors to leukemia stem cells. Stem Cells Transl. Med..

[44] Brenet F, Kermani P, Spektor R, Rafii S, Scandura JM (2013). TGFbeta restores hematopoietic homeostasis after myelosuppressive chemotherapy. J. Exp. Med..

[45] Pietras EM (2014). Re-entry into quiescence protects hematopoietic stem cells from the killing effect of chronic exposure to type I interferons. J. Exp. Med..

[46] Wong P (2010). The miR-17-92 microRNA polycistron regulates MLL leukemia stem cell potential by modulating p21 expression. Cancer Res..

[47] Viale A (2009). Cell-cycle restriction limits DNA damage and maintains self-renewal of leukaemia stem cells. Nature.

[48] Milyavsky M (2010). A distinctive DNA damage response in human hematopoietic stem cells reveals an apoptosis-independent role for p53 in self-renewal. Cell Stem Cell.

[49] Sheltzer JM (2017). Single-chromosome gains commonly function as tumor suppressors. Cancer Cell.

[50] Williams BR (2008). Aneuploidy affects proliferation and spontaneous immortalization in mammalian cells. Science.

[51] Jones L (2010). Gain of MYC underlies recurrent trisomy of the MYC chromosome in acute promyelocytic leukemia. J. Exp. Med..

[52] De Keersmaecker K (2010). The TLX1 oncogene drives aneuploidy in T cell transformation. Nat. Med..

[53] Sincennes MC (2016). The LMO2 oncogene regulates DNA replication in hematopoietic cells. Proc. Natl. Acad. Sci. USA.

[54] Takano H, Ema H, Sudo K, Nakauchi H (2004). Asymmetric division and lineage commitment at the level of hematopoietic stem cells: inference from differentiation in daughter cell and granddaughter cell pairs. J. Exp. Med..

[55] VSN International. *GenStat Reference Manual (Release 17), Part 1 Summary* (VSN International, Hemel Hempstead, 2014).

[56] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat. Appl. Genet. Mol. Biol..

[57] Herblot S, Steff AM, Hugo P, Aplan PD, Hoang T (2000). SCL and LMO1 alter thymocyte differentiation: inhibition of E2A-HEB function and pre-T alpha chain expression. Nat. Immunol..

[58] Henriques CM, Rino J, Nibbs RJ, Graham GJ, Barata JT (2010). IL-7 induces rapid clathrin-mediated internalization and JAK3-dependent degradation of IL-7Ralpha in T cells. Blood.

# Supplementary material for: Restricted cell cycle is essential for clonal evolution and therapeutic resistance of pre-leukemic stem cells
**Source:** Nat Commun. 2018 Aug 30;9:3535. doi: 10.1038/s41467-018-06021-7
**Supplement:** Supplementary file 1 — Supplementary Information

# Restricted cell cycle is essential for clonal evolution and therapeutic resistance of pre-leukemic stem cells

Tremblay, *et al.*

|                                                                                       |           |
|---------------------------------------------------------------------------------------|-----------|
| <b>SUPPLEMENTARY FIGURES.....</b>                                                     | <b>2</b>  |
| Supplementary Figure 1. GFP-labelled populations of thymocytes in H2B-GFP mice.....   | 2         |
| Supplementary Figure 2. Exclusive features of cell-cycle restricted pre-LSCs.....     | 3         |
| Supplementary Figure 3. Gene expression profiling of GFP-labelled DN3 thymocytes..... | 4         |
| Supplementary Figure 4. Genetic abnormalities of GFP-labelled DN3 thymocytes.....     | 5         |
| Supplementary Figure 5. Effect of loss of p21 in pre-LSCs.....                        | 6         |
| Supplementary Figure 6. Effect of absence of p21 in DN3 thymocytes.....               | 8         |
| <b>SUPPLEMENTARY METHODS.....</b>                                                     | <b>9</b>  |
| <b>SUPPLEMENTARY REFERENCES.....</b>                                                  | <b>10</b> |

## Supplementary Figures

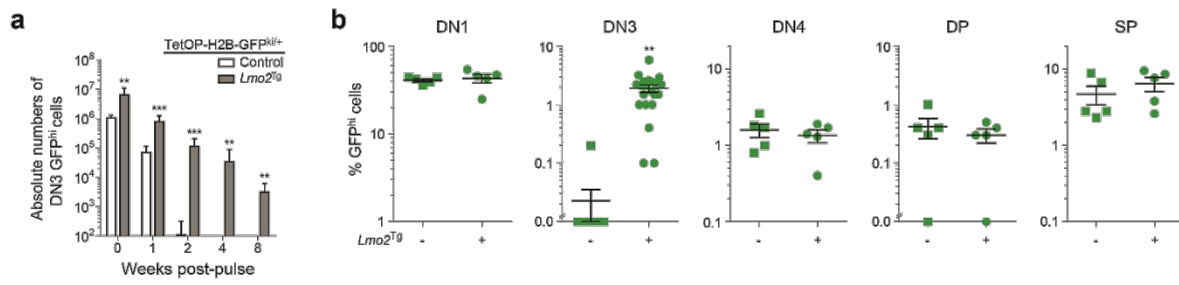

**Supplementary Figure 1. GFP-labelled populations of thymocytes in H2B-GFP mice.** **a**, Absolute numbers of GFP<sup>hi</sup> DN3 thymocytes from *H2B-GFP*;*Lmo2*<sup>Tg</sup> mice and littermate controls after labelling, followed by 0, 1, 2, 4 or 8 weeks of chase without Doxycycline, as indicated. **b**, Proportion (%) of GFP<sup>hi</sup> cells in different thymocyte populations in H2B-GFP mice 2 weeks after Doxycycline pulse. Mean  $\pm$  SD, Student's *t*-test; \*\**p*<0.01 and \*\*\**p*<0.001, as compared to *H2B-GFP* controls.

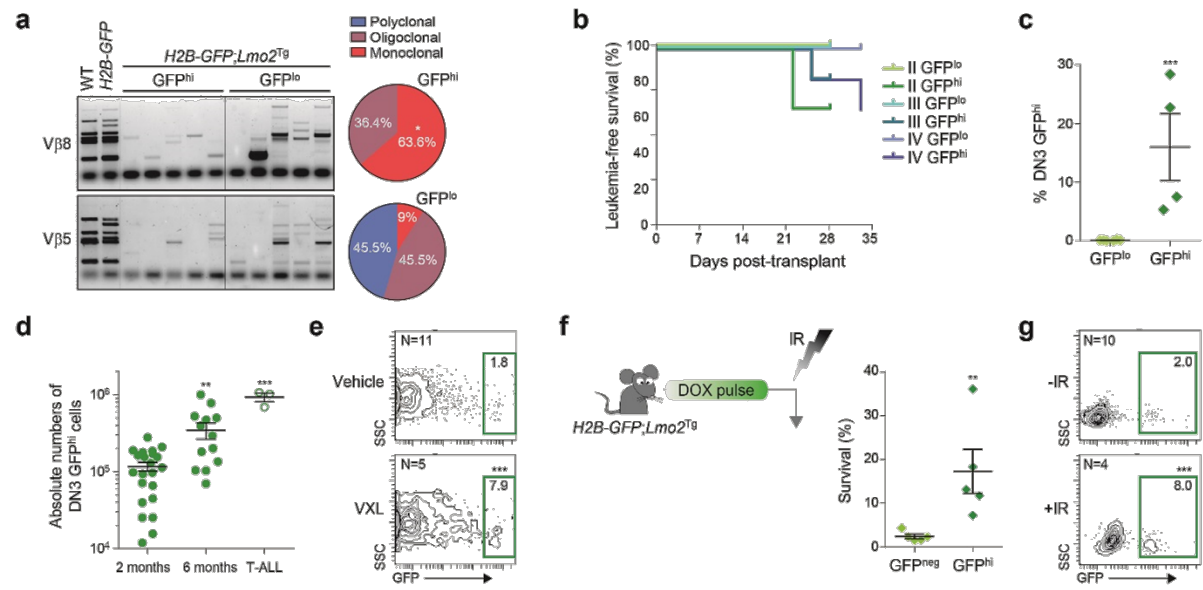

**Supplementary Figure 2. Exclusive features of cell-cycle restricted pre-LSCs. a**, *Tcrβ* gene rearrangement analysis of in matching purified *GFP<sup>lo</sup>* and *GFP<sup>hi</sup>* DN3 thymocytes from 2-month old *H2B-GFP;Lmo2<sup>Tg</sup>* mice (panel) and proportion of mono-, oligo- and poly-clonal *Tcrβ* gene rearrangements (pie charts) in these purified thymocytes (n = 7). Two-way ANOVA test with a Two-stage linear step-up procedure of Benjamin, Krieger and Yekutieli. **b**, Kaplan-Meier curves of the time to leukemia for recipients serially transplanted with purified *GFP<sup>lo</sup>* and *GFP<sup>hi</sup>* DN3 thymocytes from *H2B-GFP;Lmo2<sup>Tg</sup>* mice. All malignant thymic tumours were diagnosed at necropsy. **c**, Proportion of donor-derived *GFP<sup>hi</sup>* DN3 cells in the thymus of primary recipients injected with purified *GFP<sup>lo</sup>* and *GFP<sup>hi</sup>* DN3 thymocytes, 2 weeks post-pulse. Mean ± SD, Student's *t*-test. **d**, Absolute numbers of *GFP<sup>hi</sup>* DN3 cells in the thymus of 2-month, 6-month old and leukemic *H2B-GFP;Lmo2<sup>Tg</sup>* mice following 2 weeks of chase after labelling with doxycycline. Mean ± SD, Student's *t*-test; **e** and **g**, Proportion (%) of *GFP<sup>hi</sup>* DN3 thymocytes from *H2B-GFP;Lmo2<sup>Tg</sup>* mice 24 hours after treatment with VXI induction-like therapy (**e**) or sublethal irradiation (IR, **g**), following 2 weeks of chase after labelling with doxycycline. Mean, Student's *t*-test. **f**, Proportion (%) of radioresistant DN3 thymocytes from each *GFP*-labelled subsets found in *H2B-GFP;Lmo2<sup>Tg</sup>* mice 2 weeks after Doxycycline pulse. Mean ± SD, Student's *t*-test \*\*p<0.01, \*\*\*p<0.001.

**a**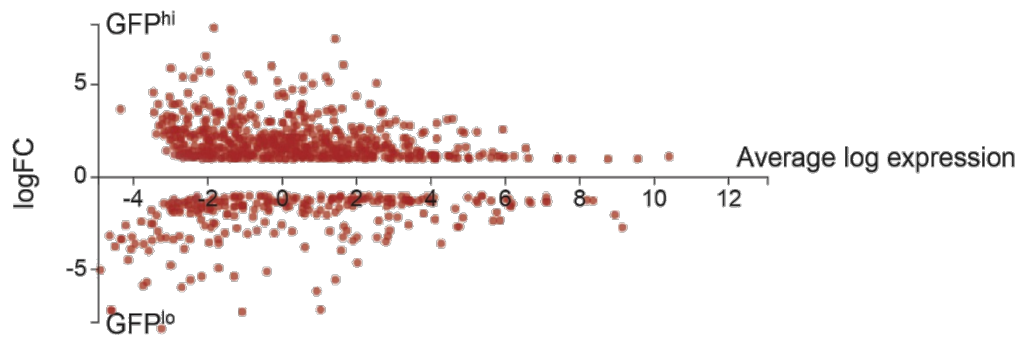**b**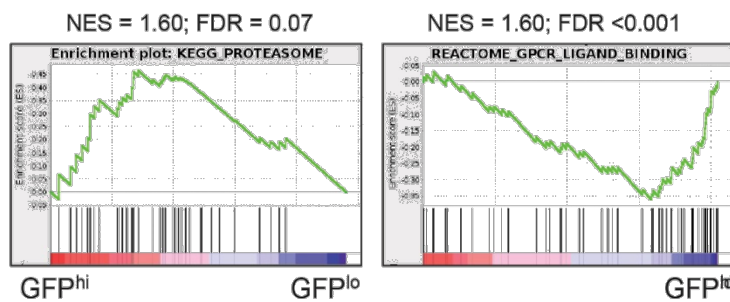**c**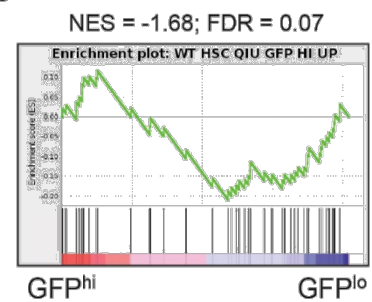

**Supplementary Figure 3. Gene expression profiling of GFP-labelled DN3 thymocytes.** **a**, MA plot of differentially expressed genes ( $\text{LogFC} > 2$ ;  $\text{FDR} < 0.01$ ) in purified  $GFP^{lo}$  and  $GFP^{hi}$  DN3 thymocytes from 2-month old *H2B-GFP;Lmo2<sup>Tg</sup>* mice. Average expression for each sample analysed was used as reference. Gene set enrichment analysis (GSEA) of **b**, proteasome activation genes and antigen processing pathway (*GPCR\_ligand\_binding*), as well as **c**, cell cycle genes upregulated in quiescent  $GFP^{hi}$  HSCs from<sup>1</sup>. FDR: false discovery rate; NES: normalized enrichment score in  $GFP^{hi}$ , as compared to  $GFP^{neg}$  population.

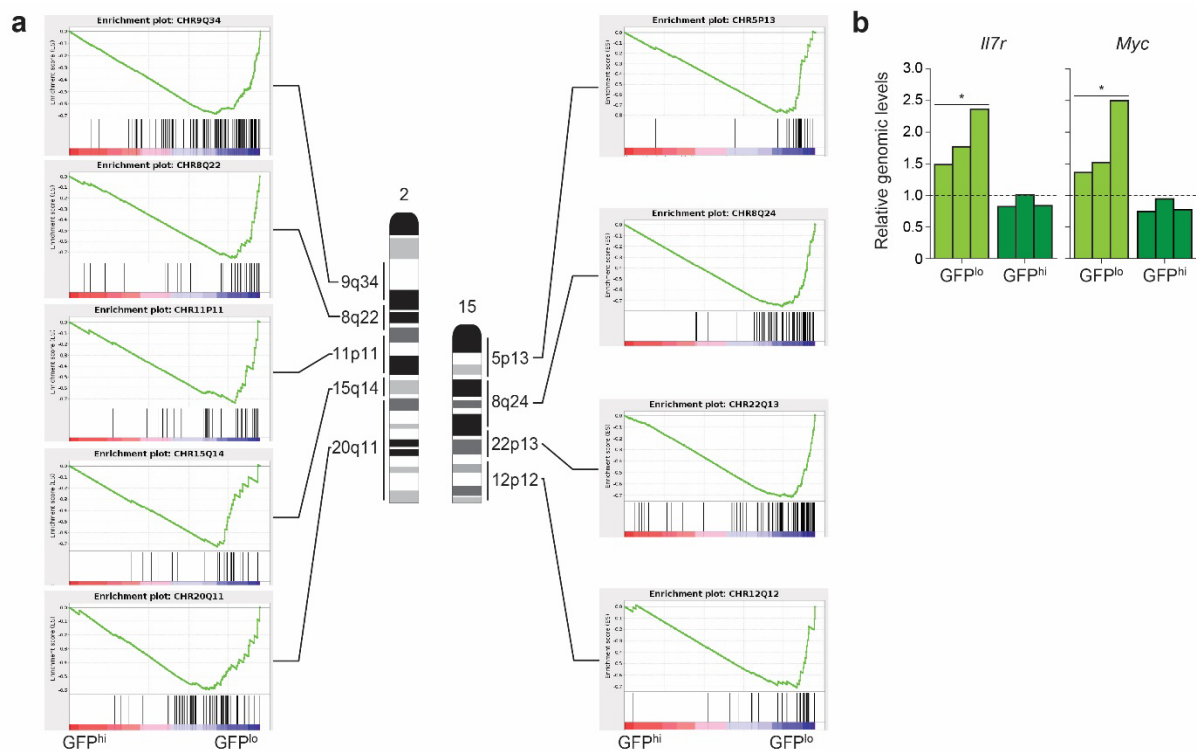

**Supplementary Figure 4. Genetic abnormalities of GFP-labelled DN3 thymocytes.** **a**, Gene set enrichment analysis (GSEA) of genes found on human chromosomes that clustered on murine chromosomes 2 and 15 (represented in the centre). FDR: false discovery rate; NES: normalized enrichment score in GFP<sup>hi</sup>, as compared to GFP<sup>neg</sup> population. **b**, Comparative genomic quantification by qRT-PCR analysis for the *Il7r* and *Myc* loci, which are present on murine chromosome 15. Student's *t*-test \**p*<0.05, as compared to the expression in wild-type thymocytes.

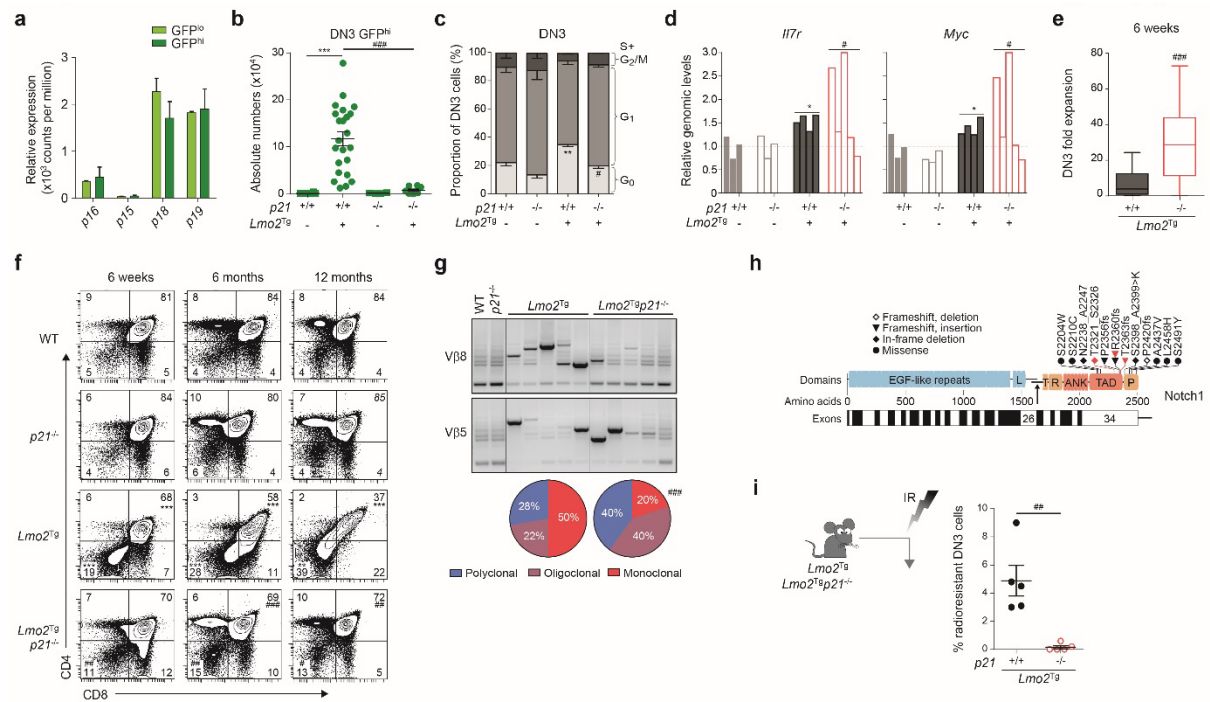

**Supplementary Figure 5. Effect of loss of p21 in pre-LSCs.** **a**, Gene expression by qRT-PCR analysis of *Cdkn2* cell cycle regulators in *GFP<sup>lo</sup>* and *GFP<sup>hi</sup>* DN3 thymocytes from *H2B-GFP;Lmo2<sup>Tg</sup>* mice 2 weeks after Doxycycline pulse. Mean  $\pm$  SD, Student's *t*-test. **b**, Absolute numbers of *GFP<sup>hi</sup>* DN3 thymocytes in 6 week-old wild-type (WT), *p21<sup>-/-</sup>*, *Lmo2<sup>Tg</sup>* and *Lmo2<sup>Tg</sup>;p21<sup>-/-</sup>* mice on a H2B-GFP background after 2 weeks of chase. Mean  $\pm$  SD, Two-way ANOVA test with Turkey's correction. **c**, Cell cycle analysis of DN3 thymocytes in 6 week-old wild-type (WT), *p21<sup>-/-</sup>*, *Lmo2<sup>Tg</sup>* and *Lmo2<sup>Tg</sup>;p21<sup>-/-</sup>* mice. Mean  $\pm$  SEM, Two-way ANOVA test with Turkey's correction. **d**, Comparative genomic quantification by qRT-PCR analysis for the *Ilf7r* and *Myc* loci, which are present on murine chromosome 15 in thymocytes from 6 week-old wild-type (WT), *p21<sup>-/-</sup>*, *Lmo2<sup>Tg</sup>* and *Lmo2<sup>Tg</sup>;p21<sup>-/-</sup>* mice. Student's *t*-test. **e**, Fold expansion of donor-derived DN3 thymocytes from 6-week old *Lmo2<sup>Tg</sup>* and *Lmo2<sup>Tg</sup>;p21<sup>-/-</sup>* mice in transplanted recipients. Student's *t*-test. **f**, Representative flow cytometry analysis of the thymus of 6-week, 6-month and 12-month old mice. Mean, Student's *t*-test. **g**, *Tcr $\beta$*  gene rearrangement analysis of thymocytes from 6-month old mice (panel) and proportion of mono-, oligo- and poly-clonal *Tcr $\beta$*  gene rearrangements (pie charts) in *Lmo2<sup>Tg</sup>* (n = 8) and *Lmo2<sup>Tg</sup>;p21<sup>-/-</sup>* (n = 6) thymocytes. Two-way ANOVA test with a Two-stage linear step-up procedure of Benjamin, Krieger and Yekutieli. **h**, Diagram showing the position of mutations found in the *Notch1* gene sequence in DN3 thymocytes from 6-month old *Lmo2<sup>Tg</sup>* (black symbols, n=9) and *Lmo2<sup>Tg</sup>;p21<sup>-/-</sup>* mice (red symbols, n=5). Wild-type (WT, n=3), *p21<sup>-/-</sup>* (n=3) were used as reference sequence. The predicted sequence change is shown, with their position

in the corresponding exons from the *Notch1* locus. L: Lin/NOTCH repeats, T: transmembrane domain, RAM: RAM domain, ANK: Ankyrin repeat domain, TAD: transactivation domain, PEST: PEST domain, and the arrow indicated the site of cleavage releasing the Notch1 intracellular domain following activation. **i**, Proportion (%) of radioresistant DN3 thymocytes, 24 hours after total body irradiation. Mean  $\pm$  SD, Student's *t*-test. \**p*<0.05, \*\*\**p*<0.001, as compared to WT; #*p*<0.05, ##*p*<0.01, ###*p*<0.001, as compared to *Lmo2*<sup>Tg</sup> mice.

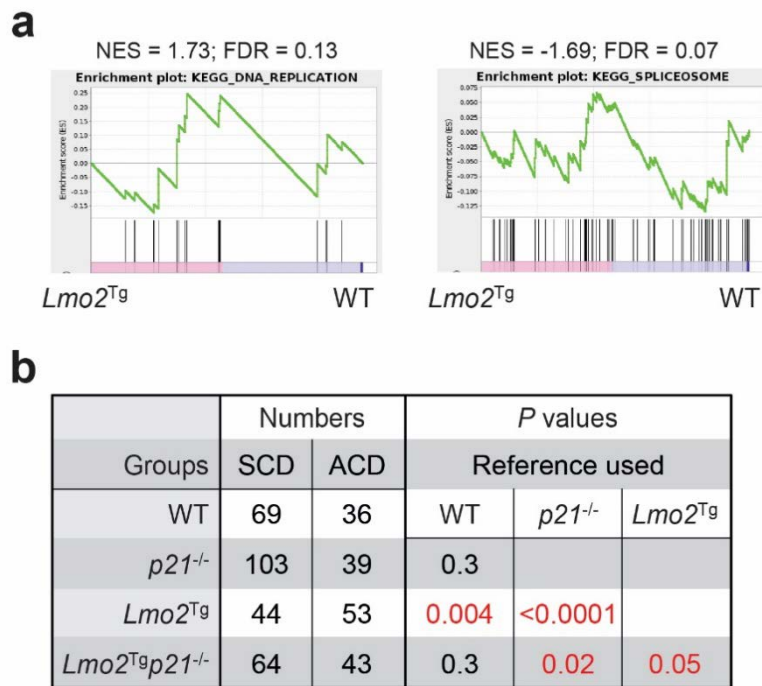

**Supplementary Figure 6. Effect of absence of p21 in DN3 thymocytes.** **a**, Gene set enrichment analysis (GSEA) of DNA replication and splicing genes in *Lmo2<sup>Tg</sup>* DN3 thymocytes as compared to wild-type (WT) controls. FDR: false discovery rate; NES: normalized enrichment score in *Lmo2<sup>Tg</sup>*, as compared to WT. **b**, Contingency table and Chi-Square test described for each genotype, as indicated. Number of cells for each genotype (Groups) and cell division patterns are indicated; SCD: symmetric cell division; ACD: asymmetric cell division. Significant differences are in red.

## Supplementary Methods

***Tcrβ* gene rearrangement analysis.** Genomic DNA was obtained from thymocytes using Blood & Cell Culture DNA Mini kit (13323, Qiagen, Chadstone VIC, Australia), according to the manufacturer protocol. *Tcrβ* gene rearrangements were determined by PCR amplification, as previously described<sup>4</sup>, using the primers listed in Table 1.

**Genomic quantification of the *Il7r* and *Myc* loci.** Genomic DNA was obtained from thymocytes using Blood & Cell Culture DNA Mini kit (13323, Qiagen, Chadstone VIC, Australia), according to the manufacturer protocol. Genomic PCR for the *Il7r* and *Myc* loci were performed using the primers listed in Table 1.

## Supplementary References

1. Qiu J, Papatsenko D, Niu X, Schaniel C, Moore K. Divisional history and hematopoietic stem cell function during homeostasis. *Stem cell reports* **2**, 473-490 (2014).
2. Henriques CM, Rino J, Nibbs RJ, Graham GJ, Barata JT. IL-7 induces rapid clathrin-mediated internalization and JAK3-dependent degradation of IL-7Ralpha in T cells. *Blood* **115**, 3269-3277 (2010).
3. Pham K, *et al.* Asymmetric cell division during T cell development controls downstream fate. *The Journal of cell biology* **210**, 933-950 (2015).
4. Tremblay M, *et al.* Modeling T-cell acute lymphoblastic leukemia induced by the SCL and LMO1 oncogenes. *Genes & development* **24**, 1093-1105 (2010).

# Supplementary material for: Restricted cell cycle is essential for clonal evolution and therapeutic resistance of pre-leukemic stem cells
**Source:** Nat Commun. 2018 Aug 30;9:3535. doi: 10.1038/s41467-018-06021-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### File Name: Supplementary Data 1

**Description:** Differential gene expression in GFPhi vs GFPlo DN3 cells. **Gene list** Genes differentially expressed more than 2-fold ( $\text{LogFC} > 1$  or  $< -1$ ) using a False Discovery Rate (FDR) of 0.01 in GFPhi DN3 cells compared to GFPlo cells from *H2B-GFP;Lmo2Tg* mice. **GO UP** Gene ontology (GO) analysis of genes increased in GFPhi DN3 cells. **GO DOWN** GO analysis of genes decreased in GFPhi DN3 cells. **GSEA UP** Gene Set Enrichment Analysis (GSEA) of genes increased in GFPhi DN3 cells using the REACTOMEv2.0 genesets. **GSEA DOWN** GSEA of genes decreased in GFPhi DN3 cells using the REACTOMEv2.0 genesets. **Genesets HSC QIU GFPhi v lo** Genes increased and decreased in GFP-retaining mouse bone marrow Lin-Sca+cKit+ cells (GFP4 population) compared to GFP0-1 population 29 using GEO2R analysis program. **GSEA QIU DOWN** GSEA of genes decreased GFPhi DN3 cells using the Qiu downregulated genes.

### File Name: Supplementary Data 2

**Description:** Variants expressed in RNA-seq. **Sheet Variants RNA-seq GFPhi v lo** Variants differentially expressed in GFPhi DN3 cells, as compared to GFPlo cells from *H2B-GFP;Lmo2Tg* mice. L = GFPlo sample; H = GFPhi sample; numbers listed below L3, L2, L1, H3 and H1 are the counts obtained for each gene, followed by the counts for the variant in each sample. Example: 10,2 = 10 counts for the gene, 2 counts for the variant (20% frequency). Data for variants only present in GFPhi cells are highlighted in yellow. **Sheet Variants RNA-seq Lmo2 v Lmo2p21** Variants differentially expressed in DN3 cells from 6-week old wild-type (WT), *p21-deficient* (*p21*<sup>-/-</sup>), *Lmo2Tg* and *Lmo2Tgp21*<sup>-/-</sup> mice. Data for Notch1 variants are highlighted in yellow. Chrom: Chromosome location of the gene variants; GeneName: name of the gene variant; Pos: position of the mutation; Ref: reference sequence of the gene; Alt: mutated sequence.

### File Name: Supplementary Data 3

**Description:** Differential gene expression in DN3 cells. **Sheet LogFC>1or<-1 p21 v wt** Genes differentially expressed more than 2-fold ( $\text{LogFC} > 1$  or  $< -1$ ) in *p21*-deficient DN3 cells, as compared to wild-type (wt) controls. **LogFC>1or<-1 Lp21 v L** Genes differentially expressed more than 2-fold ( $\text{LogFC} > 1$  or  $< -1$ ) using a False Discovery Rate (FDR) of 0.01 in DN3 cells from *Lmo2Tg;p21*<sup>-/-</sup> mice, as compared to *Lmo2Tg* mice. **GO DOWNregulated Lp21 v L** Gene ontology (GO) analysis of downregulated genes in *p21-deficient Lmo2Tg* DN3 cells, as compared to DN3 cells from *Lmo2Tg* mice.

How the deposited data were processed for this re-analysis (not part of the article)

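RNA-seq of sorted DN3 thymocytes was analysed for 6 libraries of GFP hi and GFP lo cells from *H2B-GFP*;*Lmo2* Tg mice and for 9 libraries of total DN3 cells from wild-type, *p21*-/-, *Lmo2* Tg and *Lmo2* Tg;*p21*-/- mice. Each library came from a pool of mice. The authors deposited whole-number read counts per protein-coding gene, which they had not normalized, in a table for each experiment. Both tables list the same 22114 genes. How the reads were aligned and counted before the counts were deposited, with which genome build and whether by strand, is not stated in the paper's text, so genes that overlap another gene and genes with close paralogs are marked as uncertain where they are named. Gene positions came from GENCODE M21 (Ensembl 96), to which 98.2% of the gene identifiers were matched. Conditions were taken from the sample labels and from column names that carry the group. The *Lmo2* Tg columns carry numbers that do not name single samples, so they were used only as a group. Of the 10 genotype samples in the labels, 9 libraries have a column that could be used, and 1 further column that could not be assigned to a sample was not used here. For 1 sample in the labels no column was found. Replicate numbers come from the labels. They were used as a block only as an alternative, since the paper does not say that equal numbers mark one cohort.

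Total counts per library are given where each experiment is introduced, and the smallest values they can show are given there for GFP hi and GFP lo libraries. Counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3), after genes with low counts had been left out by edgeR's filterByExpr (minimum count 10, minimum total count 15). GFP hi was tested against GFP lo in the 6 libraries of that experiment. The genotypes were tested in a fit of all 9 libraries, which share 1 estimate of the spread, with the contrasts *p21*-/- against wild-type, *Lmo2* Tg;*p21*-/- against *Lmo2* Tg, *Lmo2* Tg against wild-type, and the difference between the first pair of contrasts (the interaction). Genes were called at a fold change above 2 and an FDR of 0.01 for GFP hi against GFP lo, or of 0.05 for the genotypes, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes named are those the paper names and, for each contrast, genes from the 5 with the largest fold change in each direction among called genes with at least 1 CPM on average and no overlap between the libraries of the groups. Lower bounds of a fold were taken against 3 counts where every library of a group had 3 counts or fewer.

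Gene sets were tested with fgsea 1.28.0 (pre-ranked, exponent 0, 10000 permutations, seed 1), with 12 pathway sets and 6 marker sets adjusted apart. Chromosomes were tested with the camera function of limma 3.58.1 (inter-gene correlation 0.01), and principal components were taken of log2 CPM with a prior count of 2. Variant read numbers are the paper's and were compared with Fisher's exact test and 95% exact intervals (Python 3.11.15, scipy 1.17.1, numpy 2.4.6; figures with matplotlib 3.10.9). Corrections for GC content and gene length used a lowess curve with a span of 0.5 for each library.

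The alternatives tried were RLE size factors, DESeq2 1.42.0, limma-voom, edgeR's exact test for GFP hi against GFP lo, no filter, at least 1 CPM in every library compared, at least 10 CPM on average, another FDR, the replicate number as a block, only the libraries of the groups compared, genes of chromosomes 2 and 15 left out, exponent 1, ranking by log2 fold change, limma camera, other settings of the principal components, and each library left out in turn. The tests were tested on simulated data with the real library sizes and 200 genes changed by 2 on the log2 scale. For GFP hi against GFP lo, edgeR's quasi-likelihood test called 161 of the 200 and 2 other genes, DESeq2 184 and 19, and edgeR's exact test 191 and 20. For the genotypes, edgeR's quasi-likelihood test called 197 of 200 for *p21*-/- against wild-type, 195 for *Lmo2* Tg;*p21*-/- against *Lmo2* Tg and 191 for the interaction. It also called 7, 3 and 11 other genes in these, and 5.45% of the interaction calls were false. A gene set shifted by -0.5 and a chromosome shifted by -0.3 were recovered in each of the 4 comparisons simulated. The values in the text were taken from tables that the analysis computed from the counts, row by row.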

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

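All tests in this part were chosen only after the result was seen, except those of GC content and gene length on the genes and sets that differ between *Lmo2* Tg;*p21*-/- and *Lmo2* Tg libraries, of B-lineage markers between those libraries, and of dendritic, epithelial and mature T cell markers as sources of the MHC class II genes.

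A difference between groups was found in the interaction, the effect of p21 loss with the *Lmo2* transgene against its effect without it. For 95 genes the effects differed (9 higher and 86 lower), and by set the NES was -4.94 for the spliceosome (102 of 122 genes lower), -3.14 for the cell cycle (81 of 119), -3.01 for the proteasome (35 of 43), -2.45 for DNA replication (27 of 34), -2.04 for mismatch repair (17 of 21), -1.85 for p53 signaling (39 of 59), -1.696 for the genes lower in dormant HSCs (36 of 64) and -4.48 for immediate early genes (30 of 32). After correction for GC content and for gene length, 92 of the 95 genes were still called in each. Of the 7 pathway sets, 6 kept their direction and an adjusted p under 0.05 after the GC correction and 6 after the length correction, and the genes lower in dormant HSCs did not (NES -1.43 and -1.64). Handling of the cells, read from the immediate early genes, remains a candidate explanation for part of these differences, with its NES of -4.48. The difference between *Lmo2* Tg;*p21*-/- and *Lmo2* Tg cells cannot be told apart from handling in these libraries.

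Immediate early genes were a signal outside the genes the paper discusses. They were lower in *Lmo2* Tg;*p21*-/- than in *Lmo2* Tg libraries (NES -4.71, 29 of 32 genes lower, 14 of them called), higher in *Lmo2* Tg than in wild-type libraries (NES 3.48, 29 of 32 higher) and higher in GFP hi than in GFP lo libraries (NES 2.80, 23 of 28 higher). A GC correction left the sets at 3.36 for *Lmo2* Tg against wild-type and 2.95 for GFP hi against GFP lo. No test here separates handling from a biological difference in signaling. For the genes called between *Lmo2* Tg;*p21*-/- and *Lmo2* Tg libraries, other explanations were tested. Of the 222 genes, 217 were still called after the GC correction and 219 after the length correction, the ratio of median library sizes was 1.04 with overlapping totals, and the B-lineage markers had an NES of 0.91. The DNA replication, spliceosome and proteasome sets kept their direction and an adjusted p under 0.05 in 3 of 3 cases after the GC content correction and in 3 of 3 after the gene length correction.

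Markers of B-lineage cells were higher in GFP hi than in GFP lo libraries, with an NES of 2.34 (13 of 16 genes higher), and so were those of dendritic cells or macrophages, with an NES of 1.68 (5 of 9 higher). These lists are outside the genes the paper discusses. Summed over 20 genes, B-lineage markers had 140.9, 195 and 97.9 CPM in GFP hi and from 88.1 to 94.7 CPM in GFP lo libraries, while dendritic or macrophage markers had from 122 to 128 CPM in GFP hi and from 119 to 148 CPM in GFP lo libraries, a sum made up mostly of *Bst2*. Of the B-lineage sums, *Pou2af1* made up 74.4, 78.6 and 16.6 CPM in GFP hi and from 30.7 to 32.3 CPM in GFP lo libraries, while *Ms4a1*, *Cd22* and *Pax5* were higher in every GFP hi library. RNA from B-lineage cells is a candidate explanation for the higher MHC class II genes, with the NES of 2.34. *Cd74* had 13.7, 57.5 and 16.4 CPM in GFP hi replicates 1, 2 and 3, and *Ms4a1* had 1.88, 7.59 and 2.25 CPM. *Cd22* and *Pax5* were also highest in GFP hi replicate 2, while *Cd79b* was highest in GFP hi replicate 3. For dendritic cells or macrophages, the set was higher and the sum was not. Sets of mature or double-positive T cells (NES 1.07, 7 of 12 higher) and of thymic epithelium (NES 1.07, 2 of 5 higher) did not pass an adjusted p of 0.05 from the fgsea permutation test. Their sums do not exclude these sources. The epithelial sum was 63.9, 45.4 and 85.8 CPM in GFP hi and from 31.0 to 39.1 CPM in GFP lo libraries, mostly *Epcam*, while *Aire* was lower in every GFP hi library. The mature T and double-positive sum was 2599, 2447 and 2195 CPM in GFP hi and from 2004 to 2231 CPM in GFP lo libraries. The MHC class II difference cannot be told apart from RNA of other cells. Mature T and double-positive markers were higher in *Lmo2* Tg than in wild-type libraries (NES 2.18, 9 of 12 higher), and after the GC correction their NES was 2.15. The share of other cells in a sort could not be tested further.

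Sex-linked genes were higher in GFP hi than in GFP lo libraries, with an NES of 1.88 (4 of 4 genes). Summed CPM of the 4 Y-linked genes was 339.7, 367.5 and 0.749 in GFP hi replicates 1, 2 and 3 and 76.8, 14.5 and 9.13 in GFP lo replicates 1, 2 and 3. Wild-type library 3 (0.547) and *p21*-/- library 1 (0.410) had almost none either, against 107 and 244 and 133 in the other libraries of their groups. The sex of the pooled mice is a possible explanation, under which these libraries should have the highest X-linked sum of their group. They did in 1 of 3 groups, but this sum also varied between libraries with Y-linked reads, so it does not test sex well, and the pattern cannot be told apart from the sex of the mice.

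Chromosomes outside those the paper discusses stood out too. In GFP hi against GFP lo libraries the median log2 fold change was -0.15 for chromosome 17, 0.097 for chromosome 4, 0.095 for chromosome 12 and 0.091 for chromosome 19. For chromosome 17, the median kept 1.01 of its size after the GC correction, 1.03 after the length correction and 1.18 without the genes within 10 Mb of *Cdkn1a*, so none of these accounts for it. For chromosomes 4, 12 and 19, a GC correction left at least 0.934 of each median. When chromosomes 2, 15 and 17 were left out of the scaling and of the test, 0 of the 3 stayed past an adjusted p of 0.05 from limma camera, and their medians were 0.061, 0.059 and 0.055. This also takes low genes out of those they are compared with, so it does not show that scaling is the cause, and the pattern cannot be told apart from the scaling of the libraries. Genes of chromosome X were higher in *p21*-/- than in wild-type libraries, with a median of 0.047. The length correction left 1.06 of this and the GC correction 0.274, so GC content may account for it. Genes of chromosome 15 were higher in *Lmo2* Tg than in wild-type libraries, with a median of 0.13 that kept 1.12 of its size after the GC correction and 1.14 after the length correction.

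Of the 11 genes called between *p21*-/- and wild-type libraries other than *Cdkn1a*, 9 start within 10 Mb of it, against 333 of 11839 genes tested (Fisher's exact test, two-sided, p = 5.2e-13). Between *Lmo2* Tg;*p21*-/- and *Lmo2* Tg libraries this was 20 of 221 (Fisher's exact test, two-sided, p = 4.2e-06). Sequence of another strain kept around the targeted gene is a candidate explanation, although an effect of the targeted allele on its neighbours predicts the same 9 genes. Of the 10 genes also tested between GFP hi and GFP lo libraries, 7 passed an FDR of 0.05 there, all in the direction opposite to *p21*-/- against wild-type, against 14.3% of the other genes (Fisher's exact test, two-sided, p = 1.0e-04). A strain difference between the GFP hi and GFP lo pools is a candidate explanation for these 7.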

How the results depend on the processing

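No test in this part was chosen only after the result was seen, and all the alternatives were set before the data were examined. In all, 130 results were recomputed under 34 settings, giving 1160 alternative values. Of the values for results that answer a comparison, 210 kept their direction and side of the threshold under a changed setting and 131 with a library left out. Another 45 changed under a setting (22 moved, 6 reversed, 10 stronger, 7 weaker) and 41 with a library left out (21 moved, 6 reversed, 9 stronger, 5 weaker). Among the other results, which include the single genes, 282 and 305 were kept, with 44 changes under a setting (2 moved, 4 reversed, 10 stronger, 28 weaker) and 102 with a library left out (30 moved, 9 reversed, 17 stronger, 46 weaker). For results that changed, the cause was not tested.

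For GFP hi against GFP lo libraries, 261 genes were called. This became 731 at an FDR of 0.05, 741 with DESeq2, 792 with edgeR's exact test and 124 with at least 1 CPM in every library compared. In simulated data DESeq2 and the exact test made more false calls than the quasi-likelihood test (9.36% and 9.48% of calls against 1.23%). Of the 261 genes, DESeq2 and the exact test called all, and limma-voom 242. Across the 6 fits that each left out a library, from 0 genes (without GFP lo replicate 2 and without GFP lo replicate 3, with 2428 and 2869 at an unadjusted p under 0.05) to 1035 (without GFP hi replicate 3) were called, and 12 without GFP lo replicate 1. The replicate number does not mark a known pairing. With it as a replicate block, 0 genes were called and 3216 had an unadjusted p under 0.05; same-numbered libraries deviated together with a correlation of 0.05. In simulated data the fit with the block called 149 of the 200 changed genes, against 161 without it.

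Among single genes of this comparison, *Phlda3* was -0.074 with limma-voom. *Cdkn2a* was -0.48 with limma-voom and -0.28 with the replicate block, and ran from -0.11 to 0.90 with a library left out. *Cdkn2d* ran from -0.063 to 0.39. *Cdkn1a* ran from 0.82 to 1.67. For gene sets, limma camera gave a mean shift of -0.14 for homologous recombination, -0.088 for cell cycle, 0.093 for apoptosis and -0.17 for the genes lower in dormant HSCs (Qiu down). The p53 signaling set had an NES of 1.82 when ranked by log2 fold change. Apoptosis had 1.597 with exponent 1 and 1.65 when ranked by log2 fold change. MHC class II had -1.07 with at least 1 CPM in every library compared, which leaves out *Cd74*, *H2-Aa*, *H2-Eb1* and *H2-DMb2* and so does not test them. The genes higher in dormant HSCs (Qiu up) had -0.68 with exponent 1, 1.82 when ranked by log2 fold change and 1.69 with the genes of chromosomes 2 and 15 left out. With a library left out, the NES ran from -2.38 to -1.53 for homologous recombination, from -3.02 to -1.41 for cell cycle, from 0.92 to 2.12 for p53 signaling, from 1.57 to 2.07 for apoptosis, from -2.57 to -1.58 for Qiu down and from 0.83 to 1.79 for Qiu up. DNA replication, mismatch repair, proteasome and MHC class I kept their direction and side of the threshold under all 6 alternatives and with each library left out. So did chromosomes 2, 15 and 17 under all 5.

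For *p21*-/- against wild-type libraries, 12 genes were called, from 9 to 15 under the alternatives and 9 to 10 with a library left out. With the replicate number as a replicate block 12 were called, 10 of them shared, and the correlation of same-numbered libraries was 0.04. The count of gene sets past the threshold, 2, was 0 with exponent 1, 0 with limma camera, 1 with the genes of chromosomes 2 and 15 left out and 7 with the replicate block, and ran from 1 to 6 with a library left out. DNA replication had an NES of -1.43 when ranked by log2 fold change and 2.98 with the block, and ran from -1.35 to 2.93 with a library left out. The spliceosome had 2.23 when ranked by log2 fold change, 1.94 with at least 1 CPM in every library compared and 2.30 with the block, and ran from -1.15 to 2.35. The proteasome had -1.51 with exponent 1, 1.33 with the block and -0.048 with limma camera, and ran from -3.07 to 1.47. Mismatch repair ran from -1.13 to 2.09. Cell cycle had 1.25 with exponent 1, 1.84 with the genes of chromosomes 2 and 15 left out and a mean shift of 0.034 with limma camera, and ran from 1.63 to 3.31. The count of chromosomes past the threshold was 2 with at least 10 CPM on average and 0 with the block, and ran from 0 to 1.

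For *Lmo2* Tg;*p21*-/- against *Lmo2* Tg libraries, 222 genes were called, 97 at an FDR of 0.01 and from 97 to 293 under the 7 alternatives. DESeq2 shared 198 of them. The count of gene sets past the threshold was 3 with exponent 1 and 3 with limma camera, and DNA replication, spliceosome and proteasome stayed past it under all 6 alternatives. With 2 libraries in a group, leaving one out gives values but no test. *Lmo2* ran from -0.067 to 1.22, *Lyl1* from 0.25 to 1.13, *Hhex* from -0.075 to 0.23 and *Kit* from 0.25 to 0.87. The median of chromosome 2 ran from 0.0013 to 0.014 and that of chromosome 15 from -0.095 to 0.061.

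For *Lmo2* Tg against wild-type libraries, 817 genes were called with at least 1 CPM in every library compared, against 1420. The count of gene sets was 4 with exponent 1 and 4 with limma camera. Spliceosome had an NES of 1.19 with exponent 1 and a mean shift of 0.0016 with limma camera, and cell cycle had 1.18 with exponent 1. Proteasome ran from -1.94 to 1.56 with a library left out. The median of chromosome 2 was 0.0050 with at least 1 CPM in every library compared and 0.0033 with at least 10 CPM on average, and ran from -0.018 to -0.0016. That of chromosome 15 ran from 0.056 to 0.18, and the count of chromosomes from 0 to 1. For the interaction, 95 genes were called, 0 at an FDR of 0.01 (2148 at an unadjusted p under 0.05), 165 with DESeq2 and 224 with no filter. With a wild-type library left out the count ran from 0 (without wild-type library 1 and without wild-type library 3, with 1823 and 2346 at an unadjusted p under 0.05) to 56. The count of gene sets was 4 with exponent 1 and 4 with limma camera.

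The other table of counts was not run as an alternative for either experiment, because it holds other samples. No paired analysis was possible because the numbers of the *Lmo2* Tg columns were not matched to single samples, for *Lmo2* Tg;*p21*-/- against *Lmo2* Tg and for *Lmo2* Tg against wild-type libraries. Fitting only the libraries of the groups compared was not run for the interaction, which uses all 9.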

Differences from the paper's values

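No test in this part was chosen only after the result was seen. Of 38 values that the paper states or shows, 15 differed from those here.

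The paper gives 853 genes between GFP hi and GFP lo cells, 255 higher and 598 lower, against 261, 35 and 226 here. Of the alternatives set before the data were examined, FDR < 0.05, DESeq2, edgeR's exact test and leaving out GFP hi replicate 3 came nearest for all 3 counts. They gave 731, 741, 792 and 1035 genes, on both sides of the paper's total, and none matched it. The others lay farther. Over all alternatives the counts ran from 0 to 1035, from 0 to 317 and from 0 to 718. For *p21*-/- against wild-type cells the paper gives 3 genes, against 12 here, and none of the alternatives closed the gap, with 9 to 15. For *Lmo2* Tg;*p21*-/- against *Lmo2* Tg cells it gives 463 genes, 153 higher and 310 lower, against 222, 51 and 171. None of the alternatives reached the paper's counts for the total (97 to 293), higher genes (19 to 76) or lower genes (78 to 217). Using no filter came nearest for each.

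By eye from Fig. 3, the NES of the cell cycle set in GFP hi against GFP lo cells is about -1.4 in the paper, against -2.38 here. Exponent 1 and leaving out GFP hi replicate 3 each gave -1.41. Ranking by log2 fold change, leaving out the genes of chromosomes 2 and 15, and leaving out GFP lo replicate 3 gave -2.01, -1.95 and -1.83. The other alternatives lay farther from the paper's value than these (range of all -3.02 to -1.41). For p53 signaling it is about 2.2 in Fig. 3, against 1.22. Ranking by log2 fold change and leaving out GFP hi replicate 3 came nearest, at 1.82 and 2.12, and the others lay farther (range of all 0.92 to 2.12). For the proteasome it is about 1.6 in Supplementary Fig. 3b, against 2.50. Exponent 1 gave 1.55, and at least 1 CPM in every library compared gave 2.28. Leaving out GFP hi replicate 1, GFP hi replicate 2, GFP lo replicate 1 or GFP lo replicate 2 gave 1.99, 1.80, 2.02 and 2.33, so part of the gap remained. The others lay farther (range of all 1.55 to 3.75). For the genes higher in dormant HSCs it is about -1.7 in Supplementary Fig. 3c, against 1.50, and none of the alternatives closed the gap (range -0.68 to 1.82). In Supplementary Fig. 6a, DNA replication has an NES of about 1.7 and the spliceosome of about -1.7. The legend gives *Lmo2* Tg against wild-type cells, where the values here were -3.49 and 2.51. None of the alternatives closed either gap (ranges -3.59 to -2.05 and 1.19 to 2.88). The paper's text cites this figure for *p21*-/- against wild-type cells instead, so which comparison it shows is uncertain.

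The log2 fold change of *Cdkn1a* in *p21*-/- against wild-type cells is -1.6697 in the paper's supplement, against -1.36. Leaving out *p21*-/- replicate 2 came nearest, at -1.52, and no alternative reached the paper's value (range -1.52 to -1.21). In *Lmo2* Tg;*p21*-/- against *Lmo2* Tg cells it is -2.58 in the supplement, against -2.92. Leaving out *Lmo2* Tg library a came nearest, at -2.76, and no alternative reached the paper's value (range -3.09 to -2.76).

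The paper counts 43 variants in both GFP hi and GFP lo cells, where its own read numbers give 46. It lists *Cdkn1a*, *Sesn2*, *Ddit4*, *Pmaip1*, *Zmat3*, *Phlda3*, *H2-Q1*, *H2-DMb2*, *H2-Aa*, *H2-T3* and *H2-Q6* among the genes that differ between GFP hi and GFP lo cells, and none of these was called over all 6 libraries at an FDR of 0.01. All 11 were called when GFP hi replicate 3 was left out. DESeq2 called *Pmaip1*, *H2-DMb2*, *H2-Aa*, *H2-T3* and *H2-Q6*, and FDR < 0.05 the last 4 of these. It reports no change of the *Cdkn2* genes and of *Cdkn1c*. By its figure legends these were measured by qRT-PCR, whereas the values here are from RNA-seq counts. Without GFP hi replicate 3, *Cdkn2a* had a log2 fold change of 0.90. In that fit *Cdkn1c* had -2.06 (adjusted p = 0.0046 from edgeR's quasi-likelihood test), past the thresholds, and over all 6 libraries it had -1.96. It lists *Gm10653* between *p21*-/- and wild-type cells, a gene that was not tested here. It reports that the reduction of proteasome genes was absent from *p21*-/- against wild-type cells, where they had an NES of -2.12 here. With the replicate block the NES was 1.33, and without wild-type library 3 it was 1.47. It reports that libraries cluster by genotype, where the nearest library had the same genotype for 6 of the 9 here, and for 7 when genes were scaled.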

Other observations

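All tests in this part were chosen only after the result was seen, except the other splits of the GFP hi and GFP lo libraries, GC content and gene length on chromosomes 2 and 15, and GC content on the genes called between GFP hi and GFP lo libraries.

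GFP hi replicate 3 stood apart from GFP hi replicates 1 and 2. Over 11554 genes its root mean square difference from their mean was 0.829 on the log2 scale, against 0.406 between replicates 1 and 2. Its total of 26906457 counts lies within the range of the other libraries. A correction for GC content kept 0.9995 of its difference. A mislabelled GFP lo sample would have chromosome 15 near 0, and its median was -0.49, like the other GFP hi libraries. Admixture of GFP lo cells would place it between the groups at called genes, and it lay between at 42.7% of 1013 genes, beyond the GFP hi libraries at 384 and beyond the GFP lo libraries at 190. None of these 4 explanations accounts for it. It had 287 CPM of *Lmo2*, against 29.6 and 54.0 CPM in the other GFP hi libraries and 35.5 to 42.2 CPM in GFP lo libraries. No biological explanation was tested.

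Other splits of the 6 GFP hi and GFP lo libraries were tried, 10 in all, so the smallest share they can give is 0.1. As many genes were called in 1 of the 10 splits, the real one, and in the others 0, with up to 945 at an unadjusted p under 0.05. Medians of chromosomes 2 and 15 as far from 0 were found in 1 of 10, and the farthest other medians were 0.18 for chromosome 15 and 0.10 for chromosome 2. As many gene sets passed in 6 of 10, among them all 4 splits that part the 3 same-numbered pairs, and the others had from 2 to 10 sets. For the genes and chromosomes only the real split was as large, which is the lowest share 10 splits allow, so a count of splits cannot settle these and by it alone they cannot be told apart from an arbitrary split. For the gene sets, the real split with 9 did not stand out, so their number does not tell this grouping from an arbitrary one. The adjusted p of a set comes from permuting genes and does not test the grouping of libraries. For the called genes, 247 of 261 were still called after a GC correction, and the ratio of median library sizes was 0.966 with overlapping totals. The medians of chromosomes 2 and 15 kept at least 0.973 of their size after the GC correction and 0.999 after the length correction.

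Proteasome genes lower and cell cycle genes higher in *p21*-/- than in wild-type libraries were tested against GC content, after which 2 of the 2 sets kept their direction and an adjusted p under 0.05, and against gene length, after which 1 of the 2 did. Gene length may account for the proteasome difference. The cell cycle set had an NES of 2.58 after that correction, but with exponent 1 its NES was 1.25, and without wild-type library 2 it was 1.63.

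*Cdkn1b* had a log2 fold change of 0.13 between GFP hi and GFP lo libraries over all 6 and 0.08 without GFP hi replicate 3. *Cdkn1c*, which overlaps another gene on the other strand, had 0.361 ± 0.0600 CPM (SD, n = 3) in GFP hi and 1.41 ± 0.324 CPM (SD, n = 3) in GFP lo libraries, a log2 fold change of -1.96, and -2.06 without GFP hi replicate 3. In *Lmo2* Tg against wild-type libraries, 1420 genes were called, 863 higher and 557 lower. With the first of the paper's paired numbers read as reads without the variant, that in *Spsb3* at 24891303 on chromosome 17 had 9 reads of 15 in GFP lo (60.0%) and 0 of 12 in GFP hi cells.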
